# Identification of a Sacral, Visceral Sensory Transcriptome in Embryonic and Adult Mice

**DOI:** 10.1523/ENEURO.0397-19.2019

**Published:** 2020-02-19

**Authors:** C. J. A. Smith-Anttila, E. A. Mason, C. A. Wells, B. J. Aronow, P. B. Osborne, J. R. Keast

**Keywords:** autonomic regulation, nociceptor, pelvic pain, sexual dimorphism, urogenital, visceral pain

## Abstract

Visceral sensory neurons encode distinct sensations from healthy organs and initiate pain states that are resistant to common analgesics. Transcriptome analysis is transforming our understanding of sensory neuron subtypes but has generally focused on somatic sensory neurons or the total population of neurons in which visceral neurons form the minority. Our aim was to define transcripts specifically expressed by sacral visceral sensory neurons, as a step towards understanding the unique biology of these neurons and potentially leading to identification of new analgesic targets for pelvic visceral pain. Our strategy was to identify genes differentially expressed between sacral dorsal root ganglia (DRG) that include somatic neurons and sacral visceral neurons, and adjacent lumbar DRG that comprise exclusively of somatic sensory neurons. This was performed in adult and E18.5 male and female mice. By developing a method to restrict analyses to nociceptive Trpv1 neurons, a larger group of genes were detected as differentially expressed between spinal levels. We identified many novel genes that had not previously been associated with pelvic visceral sensation or nociception. Limited sex differences were detected across the transcriptome of sensory ganglia, but more were revealed in sacral levels and especially in Trpv1 nociceptive neurons. These data will facilitate development of new tools to modify mature and developing sensory neurons and nociceptive pathways.

## Significance Statement

In this study of mouse dorsal root ganglia (DRG), we have identified numerous features of sensory neurons that vary between lumbar and sacral spinal levels and that are potentially involved in unique physiology and pathophysiology of visceral sensation and pain. We further identify maturational components of this sacral visceral transcriptome by comparing data from embryonic and adult mice. There are limited sex differences across the transcriptome of embryonic or adult sensory ganglia, but in adults these can be revealed in sacral levels and especially in Trpv1 nociceptive neurons. These datasets will encourage identification of new tools to modify mature or developing sensory neurons and adult nociceptive pathways.

## Introduction

Persistent pain associated with the pelvic organs, such as bladder pain syndrome/interstitial cystitis, irritable bowel syndrome and endometriosis, is difficult to treat (Udoji and Ness, 2013; Origoni et al., 2014; Kim and Han, 2018; Grundy et al., 2019; Zheng et al., 2019). These conditions do not respond reliably to analgesics that are commonly administered for somatic pain, indicating that distinct mechanisms underlie their pathobiology. Healthy visceral sensory neurons also have distinct functional properties that underlie encoding of a wide range of changes within organs (Robinson and Gebhart, 2008; Sikandar and Dickenson, 2012; Schwartz and Gebhart, 2014; Gebhart and Bielefeldt, 2016). We are unaware of many of these internal changes, contrasting with our conscious awareness of somatic sensations such as heat, cold, touch, and vibration. Understanding the molecular signature underlying the specific functional features of healthy visceral sensory neurons may reveal sites of vulnerability during disease and targets for therapeutic development.

We set out to define the unique biology of visceral sensory neurons innervating pelvic organs in adult mice. In rodents, the majority are located in dorsal root ganglia (DRG) in spinal levels lumbar 6 and sacral 1 (L6-S1; Dang et al., 2005; Xu and Gebhart, 2008; Forrest et al., 2013); we refer to these as “sacral” DRG as they are functionally equivalent to neurons found exclusively in sacral levels in humans. Pelvic visceral sensory neurons comprise two major classes, those with lightly myelinated (A-δ) or unmyelinated (C) axons (Dang et al., 2005; Franken et al., 2014; de Groat et al., 2015; Gebhart and Bielefeldt, 2016; Brierley et al., 2018). Many express transient receptor potential (TRP) channels that transduce noxious stimuli, including Trpv1, Trpa1, and Trpm8 (Skryma et al., 2011; Franken et al., 2014; Merrill et al., 2016), which are also expressed in subpopulations of somatic nociceptors (Patapoutian et al., 2009; Julius, 2013). In the L6-S1 DRG, the visceral sensory neurons are greatly outnumbered by sensory neurons innervating somatic targets in the lower body (Robinson and Gebhart, 2008). Therefore, to reveal the molecular profile of the visceral sensory neuron population innervating the sacral region we compared the L6-S1 DRGs with the adjacent ganglia located at lumbar 4 and 5 (L4-5; “lumbar”) housing exclusively somatic sensory neurons. Genes differentially expressed between the lumbar and sacral groups were considered to be largely driven by the population of visceral neurons present only in the sacral region. A similar analysis was performed in DRG dissected from E18.5 mouse embryos, aiming to reveal transient pelvic visceral features and those emerging prior to organ maturation. To define the molecular profile of pelvic visceral nociceptors we developed a novel method for aggregating DRG neurons expressing transcripts for Trpv1 that has a prominent role in the detection and transduction of nociceptive stimuli (Patapoutian et al., 2009; Julius, 2013). To our knowledge, only one prior transcriptome study has specifically investigated pelvic visceral sensory neurons (Hockley et al., 2019). This study focused on intestinal innervation and was performed using a single cell approach to characterize neurons in thoraco-lumbar or lumbosacral DRGs retrogradely labeled from the distal colon in adult male mice.

All studies were performed in both sexes to identify genes that may underpin aspects of commonly reported sex differences in the propensity to develop pelvic pain states (Mogil, 2012; Bartley and Fillingim, 2013). We predicted that our outcomes may differ from a recent study (Lopes et al., 2017b) that identified very few differences between the male and female DRG transcriptome but which studied lumbar DRG that do not have as pronounced innervation of sexually dimorphic tissues.

Several studies have characterized the transcriptome of different sensory neuron populations in rodent DRG (Lerch et al., 2012; Manteniotis et al., 2013; Chiu et al., 2014; Goswami et al., 2014; Thakur et al., 2014; Reynders et al., 2015; Usoskin et al., 2015; Lopes et al., 2017a; Ray et al., 2018), however to our knowledge no studies have adopted our comparative approach to define unique properties of the total population of sacral visceral sensory neurons, in both adult and embryonic DRG and in both sexes. In this study, we identify many novel genes not previously associated with pelvic visceral sensation or nociception and provide the scientific community with a rich data resource to identify many more relevant patterns of gene expression.

## Materials and Methods

### Animals

All procedures complied with the Australian Code for the Care and Use of Animals for Scientific Purposes (National Health and Medical Research Council of Australia) and were approved by the Animal Ethics Committee at the University of Melbourne.

Adult male and female C57Bl/6 mice (six to eight weeks) were purchased from the Animal Resources Centre (ARC). Embryos (E18.5) were obtained from pregnant female C57Bl/6 mice purchased from ARC and housed until the appropriate stage. Heterozygous TrpV1^PLAP-nLacZ^ mice originally generated and validated by Cavanaugh et al. (2011b) were purchased from JAX (B6.129-*Trpv1^tm2Bbm^*/J, stock #017623) and maintained as a homozygous line.

Mice were housed in Sealsafe Plus individually ventilated cages (Tecniplast Australia Pty Ltd) with autoclaved recycled paper bedding (FibreCycle Pty Ltd). The temperature was maintained at 21°C (range 19–24°C) and the humidity at 40%. A 12/12 h light/dark cycle was used, with lights on at 7 A.M. The animals had *ad libitum* access to food and filtered water.

### Tissue removal and RNA purification

DRG from spinal levels L4-5 and L6-S1 were dissected from five male and five female E18.5 embryos and placed immediately in Hibernate E medium (Thermo Fisher Scientific, Life Technologies) on ice until all dissections were complete. Ganglia were then transferred to 350-μl RLT Plus buffer (QIAGEN) with 20-μl 2 M DTT and homogenized by passing through a 25-gauge needle seven to eight times on ice.

For adult studies, L4-5 and L6-S1 DRG were dissected from five male and seven female C57Bl/6 mice (six to eight weeks) and immediately placed into 1× Tyrode’s solution (130 mM NaCl, 20 mM NaHCO_3_, 10 mM HEPES, 3 mM KCl, 4 mM CaCl_2_, 1 mM MgCl_2_, 12 mM glucose, and 0.5× antibiotic/antimycotic solution; Thermo Fisher Scientific, Life Technologies) on ice. The nerve roots were then removed and the DRG transferred to 350-μl RLT Plus buffer (QIAGEN) with 20-μl 2 M DTT and homogenized by passing through a 21-gauge needle three to four times, followed by a 25-gauge needle seven to eight times on ice.

Following homogenization, total RNA for E18.5 embryos and adult mice was extracted using the QIAGEN RNeasy Plus Micro kit (QIAGEN) according to the manufacturer’s instructions. RNA quality was analyzed using the Agilent 2200 TapeStation (Agilent Technologies) for adult DRG and the Agilent 2100 Bioanalyzer (Agilent Technologies) for E18.5 samples. RIN numbers were routinely more than eight.

### Validation of methodology to visualize Trpv1 expression in living neurons

We developed a new approach for aggregating neurons expressing Trpv1 rather than isolating neurons from a Trpv1-Cre mouse. This was done because Trpv1 is downregulated in many sensory neurons during development, therefore DRG isolation from the Trpv1-Cre mouse would identify the full Trpv1 lineage rather than exclusively adult expression (Cavanaugh et al., 2011a; Goswami et al., 2014).

Lumbosacral DRG were dissected from adult (six to eight week) male and female Trpv1^PLAP-nLacZ^ homozygous mice, and the ganglia placed into 1× Tyrode’s solution immediately after dissection, as described above. DRG were digested in 0.93 mg/ml collagenase type 1 (Worthington Biochemical Corporation) in 1× Tyrode’s solution at 37°C for 1 h followed by 0.93 mg/ml collagenase with 0.03 mm trypsin-EDTA (Thermo Fisher Scientific, Invitrogen) in 1× Tyrode’s solution for 1 h at 37°C. DRG were washed twice in Leibovitz’s L-15 medium (L-15 medium; Life Technologies) then triturated with a P-1000 pipette in L-15 medium. Cells were centrifuged at 300 × *g* at 4°C and resuspended in L-15 medium; 1 mM DDAO galactoside [9*H*-(1,3-dichloro-9,9-dimethylacridin-2-one-7-yl) β-D-galactopyranoside; DDAOG; Thermo Fisher Scientific, Molecular Probes, catalog #D6488] in DMSO was added to the cell suspension at a final concentration of 0.01 mm DDAOG and incubated on ice for 30 min. DDAOG is cleaved by β-galactosidase (Lindvall et al., 2009) in the Trpv1 cells to produce 7-hydroxy-9H(I,3-dichloro-9,9-dimethylacridin-2-one (DDAO). The reaction was stopped by the addition of 1.0 mm EDTA in L-15, followed by centrifuging at 300 × *g* at 4°C then cells resuspended in L-15. The dissociated cells were plated onto poly-ornithine-coated coverslips and incubated for 1 h at 37°C in 5% CO_2_ to allow the cells to adhere. The cells were then fixed for 30 min in 4% PFA and processed for immunohistochemical localization of β-galactosidase. This comprised: washing in 0.1 M PBS (pH 7.2), blocking for 1 h in 10% non-immune horse serum with 0.1% Triton X-100 in PBS, washing in PBS then incubating with anti-β-galactosidase (1:10,000; MP-Biomedicals, Thermo Fisher Scientific; catalog #559761, lot #7059; RRID: AB_2687418) for 2 h at room temperature. Cells were then washed in PBS, incubated with donkey anti-rabbit AF594 (1:1000; Jackson ImmunoResearch; catalog #711–585-152) for 1 h at room temperature, washed and then mounted on slides with buffered glycerol. Images of DRG neurons were captured with a Zeiss AxioImager M2 microscope and AxioCam MRm camera using Zen 2 blue edition software (Carl Zeiss). Minimal linear adjustment of contrast and brightness (Adobe Creative Suite) was performed uniformly across images to produce figures that most closely resembled the labeling as viewed down the microscope.

### DRG dissociation and flow cytometry to isolate Trpv1 neurons

DRG (L4-5 and L6-S1) were dissected from five male and five female adult (six to eight week) Trpv1^PLAP-nLacZ^ homozygous mice and placed into 1× Tyrode’s solution on ice, dissociated and treated with DDAOG, as described above. Following incubation with DDAOG, cells were centrifuged at 200 × *g* at 4°C for 5 min and resuspended in 500-μl L-15 medium. Cells were filtered through a 40-μm cell strainer, 200 ng/ml DAPI added as dead cell stain and the cell suspension immediately evaluated by flow cytometry.

Cells were sorted on a Becton Dickinson FACSAria III (100 μm at 20 psi with a 1.5 ND filter). The brightest 15% of DDAO-positive cells were sorted into 500-μl RLT Plus buffer (QIAGEN) with 120 mm DTT. This cell fraction was then homogenized by passing it through a 25-gauge needle three to four times on ice and the RNA extracted immediately using the Qiagen RNeasy Plus Micro kit (QIAGEN) according to the manufacturer’s instructions. RNA quality was analyzed using the Agilent 2100 Bioanalyzer (Agilent Technologies).

Age matched C57Bl/6 mice were used as negative and DDAOG positive controls for all flow cytometry experiments. DRG from all relevant spinal levels were collected and processed in the same way as the cells from the Trpv1^PLAP-nLacZ^ homozygous mice.

### RNA sequencing (RNA-seq)

Total RNA was amplified to create double stranded cDNA using the Ovation RNA-Seq System v2 (NuGEN) according to the manufacturer’s protocol. cDNA concentrations were measured using the Qubit dsDNA BR assay, with cDNA size determined by using a DNA 1000 Chip. Libraries were then prepared with the Nextera XT DNA Sample Preparation kit (Illumina Technologies). The purified cDNA was captured on an Illumina flow cell for cluster generation. Libraries were sequenced on the Illumina HiSeq2500 following the manufacturer’s protocol. The concentration of the pool is optimized to acquire at least 15–20 million reads per sample.

### Public hosting of data

Data are hosted as three separate experiments: Adult, Trpv1, E18.5. All raw and normalized RNA-seq data are available at GEO under accession number GSE131623. To increase rigor, reproducibility and transparency, raw data generated as part of this study were deposited into the GUDMAP (the NIH-sponsored Genitourinary Development Molecular Anatomy Project) consortium database (www.gudmap.org) and are fully accessible at https://doi.org/10.25548/16-WK64. Stemformatics (www.stemformatics.org) provides an additional interface to interact with the data directly and a data portal to download either normalized or raw data associated with each experiment.

### Data processing

For all experiments, FASTQ libraries were quality checked using FASTX toolkit version 0.0.14 and were aligned to the mm9 Ensembl 67 genome retaining uniquely mapping reads only. Samples were aligned using Subread (version 1.18 or higher) Bioconductor package for R (version 3.2.1 or higher) with max indels = 5, max mismatches = 5. Raw reads were counted and annotated against Ensembl v67 genes using *featureCounts* function of package Subread. Gene counts were normalized using the Voom method of limma package v3.26.9 under R v3.2.2 with additional TMM library size adjustment using edgeR package v3.12.1 and further transformation to produce RPKM log2 abundance measures. We observed a technical batch effect between the two experimental batches in the adult dataset: five samples from batch 1 and 19 samples from batch 2. This was corrected on the RPKM log2 expression data using *removeBatchEffect* function of limma package v3.26.9.

### Experimental design and statistical analysis

This study comprised three separate experimental datasets, analyzing the transcriptome from (1) the entire population of cells in adult DRG from selected spinal levels; (2) the subpopulation of cells isolated on the basis of Trpv1 expression in these selected spinal levels of adult DRG; and (3) the entire population of neurons in these spinal levels of DRG in the late embryo (E18.5). In each dataset, we sought to detect effects of spinal level or sex, or an interaction between the two factors.

For Embryo and Trpv1 datasets, this differential expression analysis was performed using the Voom method of limma v3.30.13 under R v3.3.2. We supplied raw counts to Voom as required by the method (Voom performs TMM library-size normalization and log2 transformation by default, in addition to its moderation of linear modelling parameters). Donor blocking was included in the DE model. Genes not expressing at least 1 count per million in a sample group were removed prior to DE analysis. Genes were defined as differentially expressed when the Benjamini–Hochberg adjusted *p* value was less than or equal to 0.05, reflecting a false discovery rate of 5%. An additional step was performed for the Adult dataset, where it was necessary to remove an experimental batch effect (see below) prior to analysis of differential gene expression. PCA was generated using *prcomp* function from stats package for R 3.5.1. Gene set enrichment analysis was performed using the EGSEA package (Alhamdoosh et al., 2017) under Bioconductor 3.9 for R 3.5.1.

All of the Embryo and Trpv1 RNAseq libraries were prepared and run in the same facility; however, a subset of the adult series was conducted in a second research facility. This difference in site caused a technical or “batch” effect on the data, therefore library source was identified and corrected with the *removeBatchEffect* function from R limma package (Ritchie et al., 2015). In this method, we fitted a linear model (capturing both phenotype and batch dimensions) to the TMM normalized RPKM log2 data and the batch component was subsequently subtracted.

## Results

### Adult DRG containing pelvic viscera-projecting neurons have a distinct transcriptional profile

The major goal of our study was to identify a distinct transcriptional profile of pelvic visceral sensory neurons that are aggregated in sacral DRG. To evaluate these differences, we pooled RNA-seq data collected from the lumbar and sacral regions of five male and seven female C57Bl/6 adult mice. Principal component analysis (*N* = 23 168; all detected genes) revealed that spinal region was the major source of variance in the data (Fig. 1*A*). Differential expression analysis identified 466 genes significantly different between lumbar and sacral DRG (Fig. 1*B*,*C*; Extended Data Figs. 1-1, 1-2; adjusted *p *<* *0.05). Many of the genes upregulated in lumbar DRG (e.g., Nefh, Pvalb, Ntrk3, Runx3) are characteristic of large, myelinated sensory neurons (including large proprioceptive neurons; Usoskin et al., 2015). We expected these to comprise a higher proportion of neurons in lumbar than in the sacral DRG, as the latter include viscera-projecting neurons. Conversely, many of the genes upregulated in our sacral DRG dataset are characteristic of small, unmyelinated sensory neurons (Usoskin et al., 2015) expected to comprise a higher proportion of neurons here than in the purely somatic lumbar DRG. These genes upregulated in sacral DRG include: the nociceptor transducer, Trpv1; the neuropeptides and precursor peptides, Tac1 (preprotachykinin), Adcyap1 (PACAP), and Cartpt; and Esr1 (estrogen receptor α). Homeobox genes Hoxc8 and Hoxb9 showed upregulated expression in lumbar DRG, whereas Hoxc10 and Hoxd11 were upregulated in sacral DRG; this further validated our identification of distinct DEGs at different spinal levels.

**Figure 1.**
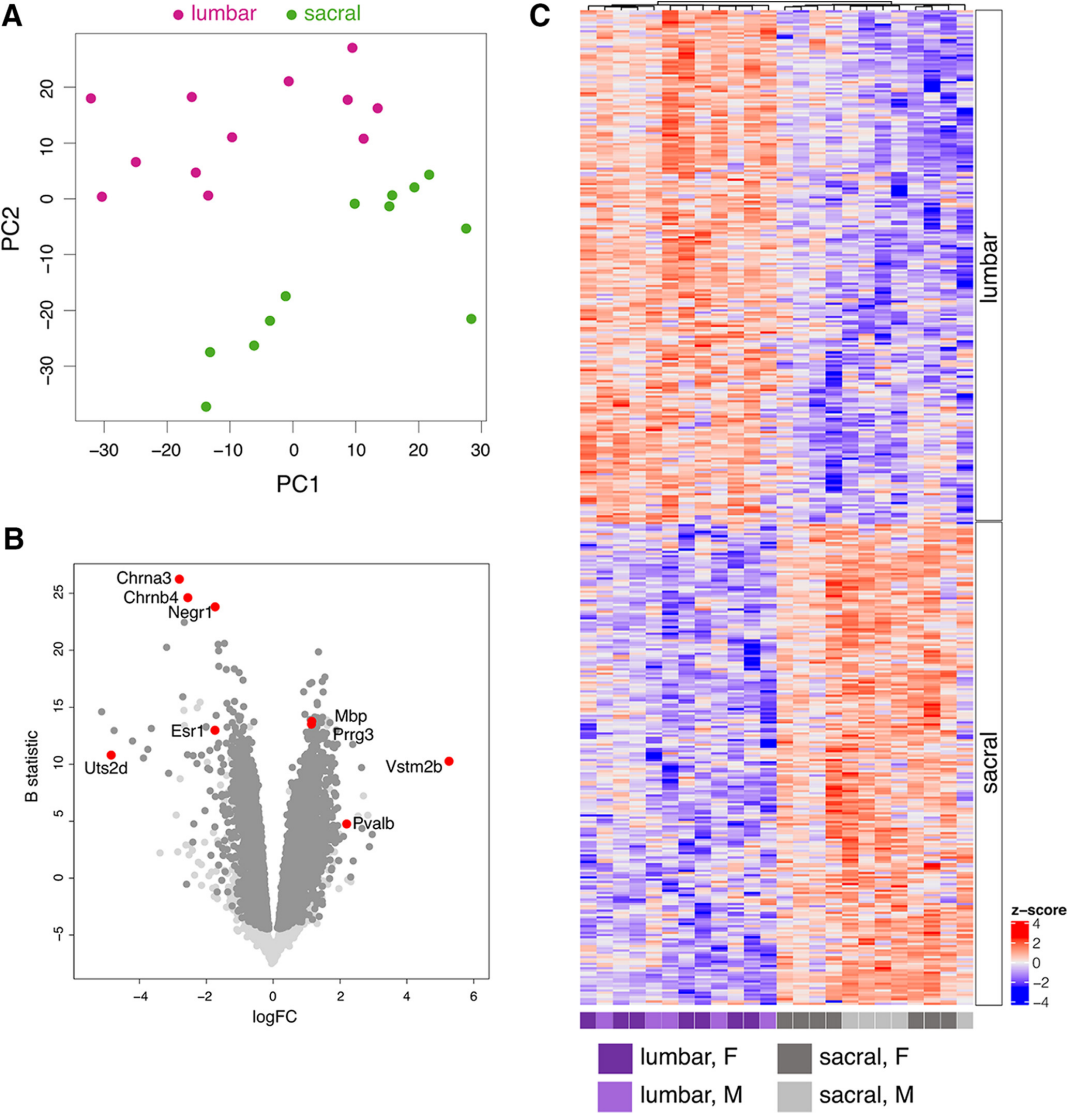
Analysis of DRG from two different spinal levels (lumbar: L4-5; sacral: L6-S1) taken from five male and seven female adult C57Bl/6 mice. ***A***, Principal component analysis (*N* = 23 168; all detected genes) indicates spinal region as the major source of variance in the data. ***B***, Volcano plot illustrates differential expression between lumbar and sacral DRG. Light gray points are genes not differentially expressed, dark gray points are differentially expressed at adjusted *p* <* *0.05; examples of specific differentially expressed genes are highlighted in red. A negative value for the FC indicates an upregulation in sacral DRG, whereas a positive FC indicates upregulation in lumbar DRG. Full dataset are provided in Extended Data Figure 1-1. ***C***, Heatmap with hierarchical cluster for all differentially expressed genes (*N* = 466; adjusted *p *<* *0.05) for adult lumbar and sacral samples (*N* = 12). Both samples and rows are clustered using Pearson correlation. Heat color reflects row-wise *z* score, and samples are colored according to spinal level and sex. Ranked gene lists for heat map are provided in Extended Data Figure 1-2.

10.1523/ENEURO.0397-19.2019.f1-1 Extended Data Figure 1-1 Differential expression analysis for all genes detected in adult lumbar versus sacral DRG samples. A negative value for the FC indicates an upregulation in sacral DRG, whereas a positive FC indicates upregulation in lumbar DRG. Download Figure 1-1, XLSX file.

10.1523/ENEURO.0397-19.2019.f1-2 Extended Data Figure 1-2 Ranked gene lists corresponding to heat maps (adult, Trpv1, embryo). Each list comprises the differentially expressed genes plotted in hierarchically clustered heatmaps for adult (Fig. 1*C*), Trpv1 (Fig. 4*D*), and embryo (Fig. 6*D*) datasets. Download Figure 1-2, XLSX file.

Given that evaluating molecular profiles associated with pelvic visceral pain lies at the heart of our investigation, we curated a set of 298 genes strongly relevant to neural signaling, nociceptor sensitization or specification. Genes were arranged into 10 individual sets according to function: calcium (Ca) channels, chloride (Cl) channels, G-protein-coupled receptors (GPCRs), ligand-gated ion channels (LGICs), neurotrophic factor receptors (NTFRs), neurotrophic factors (NTFs), potassium (K) channels, sodium (Na) channels, transcription factors (TFs), and TRP channels. Gene set enrichment analysis revealed that seven of 10 gene sets were enriched overall (Fig. 2; Extended Data Figs. 2-1, 2-2, 2-3; adjusted *p *<* *0.05). Specifically, TF and K channels were upregulated in lumbar DRG, while LGIC, GPCR, NTFR, Ca, and TRP channels were upregulated in sacral DRG. One of the genes in the LGIC group (Htr3a) has been previously implicated in bladder sensory dysfunction (Ritter et al., 2017), but to our knowledge the various glutamate and GABA receptor transcripts upregulated in sacral DRG (Grin3a, Gabra3, Gabrg3) have not yet been examined in this context. LGIC receptors for the neurotransmitter acetylcholine showed a diverse expression pattern, with Chrna3 and Chrnb4 upregulated in sacral DRG, Chrna7 upregulated in lumbar DRG and other subunits not differentially expressed between spinal levels. This indicates potentially complex and tissue-specific mechanisms by which acetylcholine can modulate sensation. Several genes upregulated in sacral DRG, including Galr1, Gap43, Mmp8, and Negr1, are implicated in axonal growth and remodeling of sensory neurons, a property also relevant to inflammatory-induced or injury-induced pain. The potent vasoconstrictor urotensin 2d (Uts2d; Chatenet et al., 2013) displayed one of the highest fold-change (FC = 4.85) of genes upregulated in sacral ganglia.

**Figure 2.**
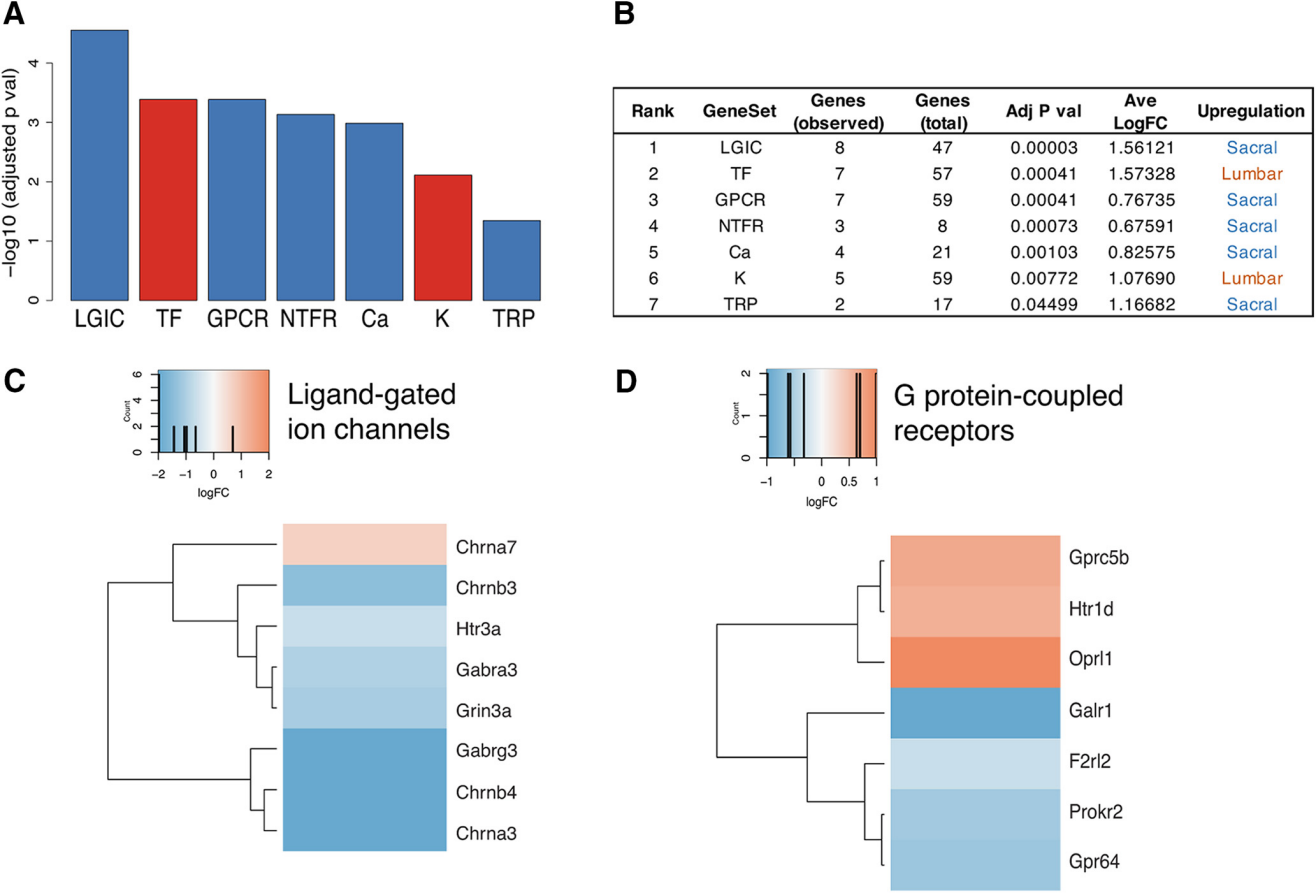
Gene set enrichment analysis of DRG neurons taken from five male and seven female adult C57Bl/6 mice, comparing expression at lumbar (L4-5) and sacral (L6-S1) levels. Seven of 10 gene sets (grouped according to shared function; see Extended Data Fig. 2-1) were enriched (adjusted *p *<* *0.05): LGICs, TFs, GPCRs, NTFRs, Ca, and K channels, and TRP channels. ***A***, ***B***, Five gene classes showed upregulation in sacral DRG (blue) and two showed upregulation in lumbar DRG (red). ***C***, ***D***, Genes differentially expressed between lumbar and sacral spinal levels from the LGIC and GPCR classes. Blue indicates upregulation in sacral DRG and red upregulation in lumbar DRG. Full list of differentially genes identified by this analysis is provided in Extended Data Figure 2-2, and complete set of heatmaps is provided in Extended Data Figure 2-3.

10.1523/ENEURO.0397-19.2019.f2-1 Extended Data Figure 2-1 Curated gene sets associated with neuronal signaling, nociceptor sensitization or specification. This list of genes is the focus of gene set enrichment analyses illustrated in Figures 2, 5. Download Figure 2-1, XLSX file.

10.1523/ENEURO.0397-19.2019.f2-2 Extended Data Figure 2-2 Gene set enrichment analyses for Adult and Trpv1 DRG. From the full curated gene set (Extended Data Fig. 2-1), these genes were identified as differentially expressed between lumbar and sacral DRG for the total adult or the Trpv1 adult dataset. These genes are illustrated in Figures 2, 5 and Extended Data Figures 2-3, 5-1. Download Figure 2-2, XLSX file.

10.1523/ENEURO.0397-19.2019.f2-3 Extended Data Figure 2-3 Gene set enrichment analysis of DRG neurons taken from five male and seven female adult C57Bl/6 mice, comparing expression at lumbar (L4-5) and sacral (L6-S1) levels. Seven of 10 gene sets (grouped according to shared function; see Extended Data Fig. 2-1) were enriched (adjusted *p *<* *0.05): LGICs, TFs, GPCRs, NTFRs, Ca and K channels, and TRP channels. Heatmaps show genes differentially expressed between lumbar and sacral spinal levels from each class. Blue indicates upregulation in sacral DRG and red upregulation in lumbar DRG. A list of genes identified by this analysis is provided in Extended Data Figure 2-2. Download Figure 2-3, PDF file.

### Isolation of Trpv1 neurons provides a higher resolution identification of genes differentially expressed between lumbar and sacral DRG

To isolate sensory neurons expressing Trpv1, we dissected DRG from relevant spinal levels of previously characterized adult Trpv1^PLAP-nLacZ^ mice. The neurons were dispersed into a single cell suspension, then treated with DDAOG that is cleaved to DDAO exclusively in the β-galactosidase expressing Trpv1 neurons; these neurons can then be detected and isolated by flow cytometry.

We first confirmed that in DRG suspensions derived from these mice, DDAO was produced exclusively in a subset of neurons (Fig. 3*A–C*) immunoreactive for β-galactosidase, i.e., Trpv1-expressing neurons (Fig. 3*D–F*). We then used flow cytometry to isolate the brightest 15% of DDAO-positive neurons (Fig. 3*G–I*), to obtain a Trpv1-enriched population.

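Sorted neurons of 5 male and 5 female donors (homozygous adults of 6 to 8 weeks) gave 20 libraries, with one lumbar (L4-5) and one sacral (L6-S1) library per donor. Each donor label carries 2 animal numbers, whereas the paper counts one mouse per donor. The paper's text does not say whether cells were pooled. The authors aligned the reads to the mm9 mouse genome, counted uniquely mapped reads on Ensembl genes and deposited log2 RPKM, the log2 of reads per kilobase of gene scaled to library size. All libraries have the same median of 0.93 over their genes with a value, a step that the methods do not describe. Between 20720 and 22507 of the 37620 listed genes had a value in a library. The deposited values rise in steps of whole reads, so the number of reads on each gene was worked back from them, and 98.1% of the 430293 values tested came out whole within 0.01 of a read. On this basis 43906566 to 62514206 reads per lumbar library (median 57712283) and 46762722 to 66407317 per sacral library (median 54204252) were counted on genes. The Y chromosome genes Kdm5d, Uty, Ddx3y and Eif2s3y had values in all 10 male libraries, and 34 of their 40 cells in female libraries were empty. Differential expression was tested with limma on the deposited log2 values, with a mean for each of the 4 groups of sex and level, the donor as a random block, a mean-variance trend and Benjamini-Hochberg adjustment. Genes entered the test when their mean log2 RPKM was above -1 in at least 1 group. Log2 fold changes are lumbar minus sacral, so that negative values are upregulation in sacral DRG, as in the paper.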

The molecular profile of the isolated population was consistent with that of Trpv1 expressing neurons. 

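Over the 20 libraries, Calca (ENSMUSG00000030669, chromosome 7 of mm9, 121774994 to 121779871) had a mean log2 RPKM of 9.9 ± 0.24 (SD) and Tac1 (ENSMUSG00000061762) one of 9.26 ± 0.27. The mean was 8.83 ± 0.42 for Nefl, 6.04 ± 0.65 for Scn10a and 6.01 ± 0.54 for Gfra3. Trpv1 itself (ENSMUSG00000005952, chromosome 11, 73047794 to 73074744) had a mean of 4.22 ± 0.62, from 1222 to 8345 reads per library. Every donor had less Trpv1 in lumbar than in sacral DRG, with a log2 fold change of -0.96. In 28 of 29 other settings it was at an adjusted p of at most 0.05 (limma), with changes from -1.28 to -0.42. The mean of 10 glial marker genes was 5.80 ± 0.64 (SD, n = 20), so the sorted fractions also held RNA of these markers. Ntrk3 had a mean of 2.19 ± 0.38 (SD, n = 20). Calb1 was at -0.09 ± 0.55, from 95 to 400 reads per library. Pvalb (ENSMUSG00000005716) was at -1.21 ± 1.84 in the 18 libraries with a value, and its highest number of reads was 113. Calb2 had a value in 6 libraries, all lumbar, at -3.99 ± 0.97, with at most 12 reads. The 5 genes of small neurons exceeded Ntrk3, Calb1 and Pvalb by 7.98 ± 0.74 (SD, n = 20 libraries) on average, and this difference moved most with a pseudocount of 1, to 6.98. Nefl overlaps Nefm on the opposite strand, and the paper does not state that counting used the strand, so reads could have been split between them. Large and small neurons were not compared here with an unsorted library, since unsorted DRG were not analysed here.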

Genes expressed by small, unmyelinated neurons (e.g., Calca, Tac1, Nefl, Gfra3, Scn10a) were enriched and those expressed by large neurons with myelinated axons (e.g., Ntrk3, Calb, Pvalb) were reduced (Fig. 4*A*). 

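Nefh (ENSMUSG00000020396, chromosome 11, 4838757 to 4848067) had a mean log2 RPKM of 5.03 ± 0.36 (SD, n = 20), between the means of Gfra3 and Ntrk3, from 3433 to 11801 reads per library. Between the levels it differed by 0.03 (standard error 0.10, adjusted p = 0.84 from limma), and 5 of the 10 donors had more in sacral DRG. Under other settings of the analysis this difference ran from -0.49 to 0.55. It passed an adjusted p of 0.05 in 5 of these 29 settings (lowest 0.012, limma). The 5 male donors all had more Nefh in lumbar DRG and the 5 female donors all had more in sacral DRG, with means of 0.55 and -0.49 (exact permutation test, two-sided p = 0.0079). This split was looked at after the values were seen, and over all tested genes its sex by level interaction had an adjusted p of 0.246.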

Nefh is expressed by both large-diameter heavily myelinated neurons and medium-diameter lightly myelinated neurons (Lawson et al., 1993; Forrest et al., 2013) and showed intermediate expression in the Trpv1 dataset.

**Figure 3.**
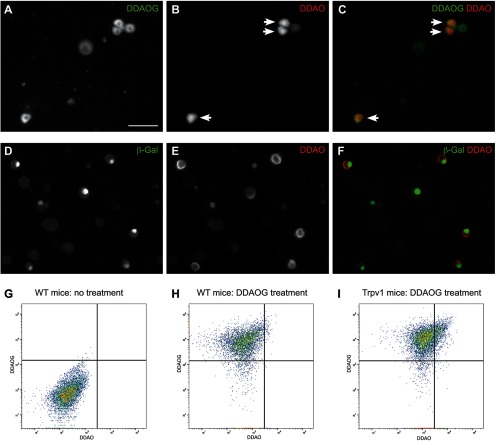
Strategy for isolation of Trpv1-expressing neurons in mouse DRG. ***A*–*F***, Neurons isolated from lumbosacral adult DRG of TrpV1^PLAP-nLacZ^ mice were incubated with the fluorescent galactosidase substrate, DDAOG (excitation/emission maxima ∼460/610 nm). ***A***, Five neurons that have taken up DDAOG. ***B***, Three neurons (arrows) are visible by their fluorescent hydrolysis product (excitation/emission maxima ∼645/660), also evident in the nucleus, so deduced to express galactosidase, i.e., Trpv1 neurons. ***C***, Merge of panels ***A***, ***B***. ***D***, Neurons expressing β-galactosidase visualized using immunohistochemistry; expression is restricted to the nucleus. ***E***, Each neuron in the field has converted DDAOG to DDAO. ***F***, Merge of panels ***D***, ***E***. Bar in ***A*** applies to all micrographs and represents 50 μm. ***G*–*I***, Representative outputs from flow cytometry of mouse lumbosacral DRG. ***G***, Neurons isolated from wild-type mice were not treated with DDAOG. ***H***, Neurons isolated from wild-type mice were treated with DDAOG, but without expressing β-galactosidase cannot hydrolyze this to form DDAO. ***I***, Neurons isolated from of TrpV1^PLAP-nLacZ^ mice were treated with DDAOG; many cells have hydrolyzed DDAOG to DDAO (i.e., Trpv1 neurons) and others have taken up DDAOG but not hydrolyzed this to DDAO (i.e., Trpv1-negative neurons).

**Figure 4.**
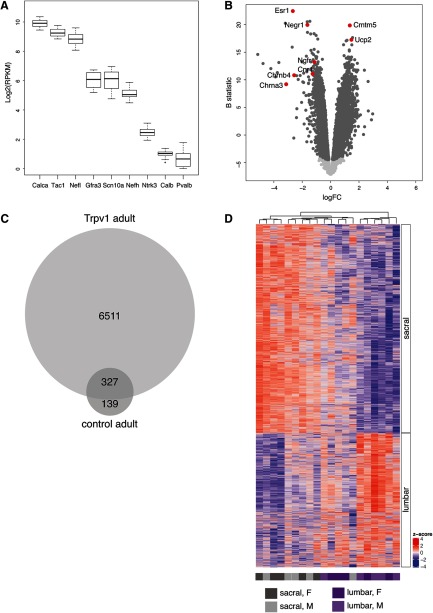
Analysis of neurons isolated by flow cytometry to enrich the Trpv1 population from adult mice (five male, five female). ***A***, Box plot of key markers associated with unmyelinated or myelinated DRG neurons; *x*-axis reflects gene of interest, *y*-axis reflects Log2(RPKM) gene expression. ***B***, Volcano plot illustrating genes differentially expressed between Trpv1 lumbar and sacral DRG neurons. Light gray points are genes not differentially expressed, dark gray points are differentially expressed at adjusted *p *<* *0.05; examples of specific differentially expressed genes are highlighted in red. A negative value for the FC indicates an upregulation in sacral DRG, whereas a positive FC indicates upregulation in lumbar DRG. Full dataset provided in Extended Data Figure 4-1. ***C***, Proportional Venn diagram showing the number of genes differentially expressed between spinal levels, in the total adult DRG population and adult Trpv1 neurons. A total of 466 genes were differentially expressed (adjusted *p *<* *0.05) between lumbar and sacral levels in the total population of adult DRG neurons, 327 of which were also detected as differentially expressed between lumbar and sacral levels in adult Trpv1 neurons. An additional 6511 genes were detected as differentially expressed (adjusted *p *<* *0.05) between lumbar and sacral levels when only the Trpv1 neurons were included. Gene lists summarized in Venn diagram are provided in Extended Data Figure 4-2. ***D***, Heatmap with hierarchical cluster for all differentially expressed genes (*N* = 6838; adjusted *p *<* *0.05) for TRPV1 lumbar and sacral samples (*N* = 10). Both samples and rows are clustered using Pearson correlation. Heat color reflects row-wise *z* score, and samples are colored according to spinal level and sex. Ranked gene lists for heat map are provided in Extended Data Figure 1-2.

10.1523/ENEURO.0397-19.2019.f4-1 Extended Data Figure 4-1 Differential expression analysis for all genes detected in TRPV1 lumbar versus sacral samples. A negative value for the FC indicates an upregulation in sacral DRG, whereas a positive FC indicates upregulation in lumbar DRG. Download Figure 4-1, XLSX file.

10.1523/ENEURO.0397-19.2019.f4-2 Extended Data Figure 4-2 Comparison of differential expression outcomes (lumbar vs sacral samples) between adult (control, i.e., total neuron population) and adult Trpv1 neurons. These lists show the genes that are differentially expressed between lumbar and sacral DRG in both groups (intersect), only differently expressed between lumbar and sacral DRG in the adult control group or only differently expressed between lumbar and sacral DRG in the adult Trpv1 group. These data are summarized in Venn diagram in Figure 4*C*. Download Figure 4-2, XLSX file.

This approach increased the sensitivity of the differential expression analysis, through the reduction of heterogeneity in the DRG starting material. Indeed, 6838 genes were differentially expressed between the Trpv1 sorted lumbar-sacral DEGs, almost 15 times more than we identified between the whole lumbar and sacral DRG tissue (*N* = 466; Fig. 4*B–D*; Extended Data Figs. 1-2, 4-1, 4-2). This allowed us to identify a very large number of novel genes upregulated in the sacral Trpv1 neurons, including a low-affinity nerve growth factor receptor Ngfr (alias p75), adenosine A1 receptor (Adora1), and Cacna2d2, an auxiliary subunit of a voltage-gated Ca channel targeted by the analgesics, pregabalin and gabapentin (Dolphin, 2016).

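In the Trpv1 libraries analysed here, 16304 genes were tested and 7436 (45.6%) were DEGs at an adjusted p of at most 0.05, with 4947 upregulated in sacral and 2489 in lumbar DRG. The libraries of a donor deviated together from their group means, with a mean correlation of 0.19 over the 10 pairs (0.05 to 0.32). Pairs of different donors of a sex had a mean of -0.05 and ranged from -0.40 to 0.36. Deviations from a group mean cancel within the group, so the -0.05 largely follows from the 0.19 and is no separate check. Without the donor block 6577 genes were DEGs, and with the donor as a fixed effect 7253. In 3215 of the DEGs all 10 donors changed in the same direction. The median standard error of a log2 fold change was 0.13, and 1252 DEGs had an absolute log2 fold change above 1, of which 276 were upregulated in sacral and 976 in lumbar DRG. Hoxd11 (ENSMUSG00000042499, chromosome 2, 74517449 to 74525798) changed most towards sacral DRG among those changed the same way in every donor, at -3.81 (standard error 0.56, adjusted p = 2.3e-05 from limma). It overlaps Gm20440 on the same strand, whose change was -3.75, so reads could have been split between them. Edn3 (ENSMUSG00000027524, chromosome 2, 174586120 to 174609543) changed most towards lumbar DRG, at 2.87 (standard error 0.60, adjusted p = 6.0e-04), from 1 to 177 reads per library. H19, at 2.86, lay within that error, so the first place is not settled. Edn3 differed by 7.98 in male donor M2 and by 1.04 to 3.75 in the others. It was a DEG in 24 of 25 other settings tried, with changes from 0.45 to 3.82. From the paper's table of tested genes, the first 1997 were used here, which are those with the lowest adjusted p in the paper (at most 0.000158). Of these 1988 were tested, and all 1988 were DEGs with the paper's direction, which says nothing of its weaker DEGs. The setting that moved the count most was a glial marker mean as a covariate, with which 205 genes were DEGs, 153 of them shared with the fit without it. The glial marker mean was itself 0.94 higher in lumbar libraries, with all 10 donors in that direction. Among the settings tried for scaling between libraries, the share of DEGs upregulated in sacral DRG, 66.5% with the deposited values, was 55.2% after quantile normalization, and 33.2% to 90.2% over the scalings chosen after seeing the data.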

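Ngfr (ENSMUSG00000000120, chromosome 11, 95430132 to 95449049) had a mean log2 RPKM of 6.14 ± 0.33 (SD, n = 10) in lumbar and 7.25 ± 0.29 (SD, n = 10) in sacral libraries, a log2 fold change of -1.11 (standard error 0.11, adjusted p = 4.9e-07 from limma). Adora1 (ENSMUSG00000042429, chromosome 1, 136095800 to 136132008) rose from 3.06 ± 0.33 to 4.01 ± 0.24, a change of -0.95 (standard error 0.10, adjusted p = 1.4e-06). Cacna2d2 (ENSMUSG00000010066, chromosome 9, 107301943 to 107431677) rose from 3.23 ± 0.41 to 3.95 ± 0.22, a change of -0.72 (standard error 0.12, adjusted p = 6.0e-05). All 10 donors had more of each of the 3 genes in sacral DRG. With the glial covariate Ngfr remained a DEG, whereas Adora1 and Cacna2d2 did not. Adora1 and Cacna2d2 each overlap annotated genes on the opposite strand.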

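Of the 466 genes that the paper lists as differentially expressed in the total adult DRG, 445 were tested in the Trpv1 libraries and 326 were DEGs between the levels, which is 70.0% of the 466. With the adjustment over the list alone, 76.0% of the tested genes passed. The fit with the glial covariate left 37 of the listed genes as DEGs. The paper's list holds 139 genes that it found in the total DRG only, and 18 of them were DEGs here. Of the genes cited as exceptions, Htr1d had a log2 fold change of -0.13 (standard error 0.13, adjusted p = 0.40 from limma) and Ntrk3 (ENSMUSG00000059146) one of -0.27 (standard error 0.13, adjusted p = 0.098). Oprl1, Scrt1 and Kcng4 changed by 0.29, -0.04 and -0.57, with adjusted p of 0.35, 0.89 and 0.27. Runx3 had values in all 20 libraries, from 5 to 168 reads, at -2.29 ± 1.33 (SD, n = 10) in lumbar and -3.30 ± 1.21 (SD, n = 10) in sacral libraries, and was below the filter. Without the filter it was tested and was not a DEG. Ntrk3 was a DEG with more in sacral DRG with array quality weights, at -0.35, and in females alone, at -0.48. When voom was run on worked-back reads scaled to the library total, a setting chosen after seeing the data, Htr1d and Ntrk3 were DEGs with more in sacral DRG. In that setting the median change of all tested genes was -0.48 and 90.2% of DEGs had more in sacral DRG. These 2 calls can therefore follow from the scaling.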

The majority of lumbar-sacral DEGs in the total DRG dataset were also differentially expressed between spinal levels in the Trpv1 population (Fig. 4*C*; Extended Data Fig. 4-2), with some exceptions including Htr1d, Kcng4, Ntrk3, Oprl1, Runx3, and Scrt1, which were all upregulated in lumbar DRG in the total adult sensory transcriptome but not differentially expressed across spinal levels of the Trpv1 dataset. This is consistent with Runx3 and Ntrk3 being primarily or solely expressed in large, myelinated, Trpv1-negative DRG neurons (Usoskin et al., 2015). 

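The sign of the change in the Trpv1 libraries was compared with the paper's values for the total adult DRG over the 326 shared DEGs. In 286 of them (87.7%) it was the same, and in 40 it was opposite. Among these 40, 30 had more in lumbar DRG in the paper and in sacral DRG here, and 10 the reverse. The median change of all tested genes was -0.11 with the deposited scaling and 0.06 with TMM factors, so small changes can take their sign from the scaling. Ntrk2 (ENSMUSG00000055254, chromosome 13, 58907957 to 59235331) changed by 0.77 (standard error 0.13, adjusted p = 7.6e-05 from limma), with more in lumbar DRG in 10 of 10 donors, against the paper's value of -0.43 in the total DRG. Others with an opposite sign were Nefm, at -0.60 against the paper's 0.51, and Nefl, at -0.66 against the paper's 0.31, both with more in sacral DRG in 10 of 10 donors. Nefm was named after its value was seen. With the glial covariate Ntrk2 was no longer a DEG, at 0.25.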

The direction of the differential expression between lumbar and sacral DRG was the same in the total adult and Trpv1 neurons, with the exception of Ntrk2; this gene was upregulated in sacral DRG in the total DRG transcriptome but upregulated in lumbar DRG in the Trpv1 transcriptome. This could indicate that in sacral DRG Ntrk2 is more highly expressed in Trpv1-negative neurons.

More than 50% of the genes in our curated set (*N* = 298) were differentially expressed between Trpv1 lumbar and sacral DRG, most of which were upregulated in the sacral region (Fig. 5; Extended Data Fig. 4-1). This observation is consistent with a high proportion of sacral-specific genes being expressed in Trpv1 neurons. 

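Of the 298 curated genes, 263 were tested and 184 (61.7%) were DEGs in the Trpv1 libraries, with 148 upregulated in sacral and 36 in lumbar DRG. Over the curated genes alone, 191 passed the adjustment. Of the 168 curated genes that the paper's supplement gives as DEGs, 159 were also DEGs here. The count was lowest with the glial covariate, at 12, all of them upregulated in sacral DRG. The paper takes this upregulation in the sacral region as compatible with a high proportion of sacral-specific genes being expressed in Trpv1 neurons.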

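The 10 curated sets were tested with cameraPR in limma, which asks whether the genes of a set move more than the other tested genes, at an inter-gene correlation of 0.01. At an adjusted p of at most 0.05 over the 10 sets, 7 moved towards sacral DRG. Their median log2 fold changes ran from -0.67 for NTFRs to -0.43 for K channels. The mean of 10 neuronal markers changed by -0.59, so sets of neuronal genes could pass through more neuronal RNA in sacral libraries alone. LGICs had an adjusted p of 1.6e-06 with the donor as a random block, 2.6e-06 without the block and 1.3e-07 with the donor as a fixed effect, for libraries of a donor that correlated at 0.19. In the same order, the adjusted p was 1.6e-05, 1.8e-05 and 7.6e-06 for Ca channels, and 0.00025, 0.00034 and 4.1e-05 for Na channels. With the random block it was 0.0067 for GPCRs, 0.0086 for TRP channels, 0.0094 for NTFRs and 0.046 for K channels, and these 4 sets also stayed at or below 0.05 with each of the other donor models. At an inter-gene correlation of 0.05 there were 5 sets, as GPCRs rose to 0.084 and K channels to 0.21. K channels were also above 0.05 in males alone, with the stricter filter and without M4, F3 or F5. Voom, chosen after seeing the data, gave them 0.096 with TMM scaling and 0.504 on total reads. On total reads GPCRs, TRP channels and NTFRs had 0.158, 0.072 and 0.107. With length and GC trends removed, also chosen later, these sets had 0.051 each and K channels 0.237. Fisher's exact test for over-representation called Cl channels and TFs, but not GPCRs (0.273) or TRP channels (0.304). NTFs, of which 3 of 7 genes were tested, had an adjusted p of 0.16. Cl channels and TFs had an adjusted p of 0.94. The count of sets ranged from 1 with the glial covariate, where NTFs had an adjusted p of 0.031, to 9 with fry, a rotation test in limma. Unlike cameraPR, fry asks whether the genes of a set change at all, not whether they move more than other genes.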

Gene set enrichment analysis of our curated sets indicated nine out of 10 gene sets were enriched, all of which showed upregulation in the sacral region (Fig. 5; Extended Data Figs. 2-2, 5-1). 

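The sets with the most DEGs between the levels were K channels, with 38 of 59 genes, LGICs, with 36 of 47, TFs, with 33 of 57, and GPCRs, with 27 of 59. Of these, 31 K channels, 31 LGICs, 19 TFs and 23 GPCRs were upregulated in sacral DRG. As a share of the set with untested genes counted, NTFRs were highest at 87.5% (7 of 8 genes) and NTFs lowest at 28.6%. Over tested genes alone the order differed, with Cl channels highest (9 of 10) and GPCRs lowest (27 of 52).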

LGICs, K channels, GPCRs and TFs were among the largest groups differentially expressed. For example, genes associated with the LGIC set included many genes relating to glutamate and GABA signaling, the ionotropic serotonin receptors Htr3a and Htr3b, nicotinic cholinoceptor subunits (Chrna3, Chrna6, Chrnb2, Chrnb3, Chrnb4), hyperpolarization-activated cyclic nucleotide-gated channels (Hcn1, Hcn2, Hcn3, Hcn4) and purinoceptors (P2rx2, P2rx3, P2rx4). 

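The 13 named LGIC genes examined here were all DEGs with upregulation in sacral DRG, with log2 fold changes from -3.24 to -0.38 and at least 9 of 10 donors in that direction for each. Chrna3 (ENSMUSG00000032303, chromosome 9, 54859150 to 54874366) rose from 0.25 ± 0.64 (SD, n = 10) in lumbar to 3.49 ± 1.03 (SD, n = 10) in sacral libraries, with an adjusted p of 1.4e-08 from limma. Chrnb4 (ENSMUSG00000035200, chromosome 9, 54875963 to 54896351) changed by -2.64 (standard error 0.18, adjusted p = 5.6e-09) and Htr3a (ENSMUSG00000032269) by -2.09 (standard error 0.18, adjusted p = 1.7e-07). Hcn4 changed by -1.26 and Htr3b by -1.21, P2rx2 by -1.0 and Hcn2 by -0.85. Hcn3, P2rx3 and P2rx4 changed by -0.61, -0.55 and -0.38. The direction held under every alternative scaling between libraries, and 11 of the 13 were DEGs with TMM factors, where P2rx3 and P2rx4 were not. With the glial covariate 4 of the 13 were DEGs (Chrna3, Chrnb4, Htr3a and Hcn4), and the signs of Htr3b, P2rx2 and P2rx3 reversed, to 0.06, 0.08 and 0.07. Hcn3 and P2rx3 each overlap another annotated gene on the opposite strand. The mean of 10 neuronal markers itself changed by -0.59 (lumbar minus sacral), with 10 donors lower in lumbar libraries. The changes of Hcn3, P2rx3 and P2rx4 are about that size or smaller. They cannot be told apart from more neuronal RNA in sacral libraries.

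**Figure D1:**
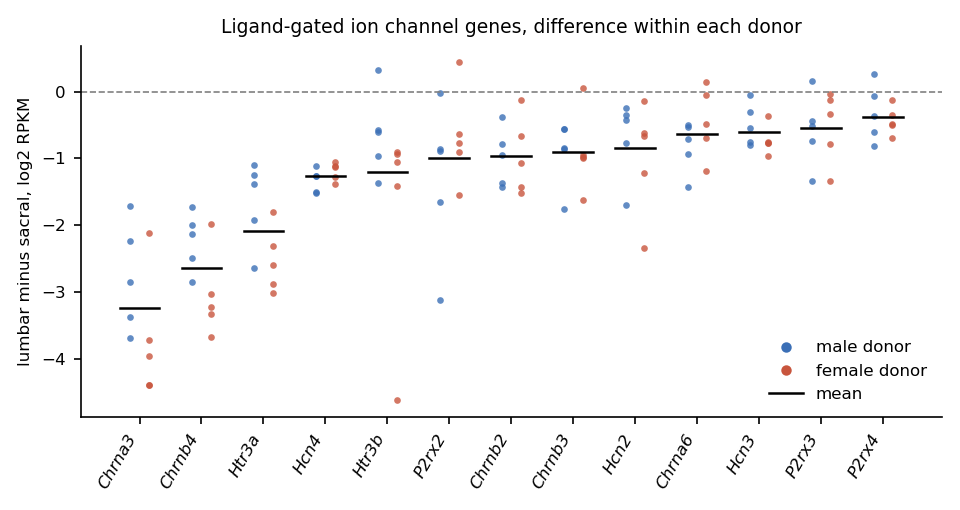
Difference in log2 RPKM between the lumbar and sacral library of each donor (lumbar minus sacral) for the 13 LGIC genes, with points for the 5 male and 5 female donors and a line at the mean. The means lie from -3.24 for Chrna3 to -0.38 for P2rx4, all below 0, and stay below 0 under the alternative scalings between libraries, whereas Htr3b, P2rx2 and P2rx3 rise above 0 with the glial covariate.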

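The 7 named GPCR genes were all DEGs, with log2 fold changes from -1.50 to -0.59 and adjusted p from 1.6e-05 to 0.0029 (limma). Sstr4 (ENSMUSG00000037014, chromosome 2, 148221113 to 148226239) rose from 0.29 ± 0.66 (SD, n = 10) to 1.79 ± 0.62 (SD, n = 10), from 55 to 961 reads per library. Galr1 changed by -1.12 and Htr5b by -1.05, Chrm2 by -1.01 and P2ry1 by -0.75. Npy2r and Htr2a changed by -0.59 and -0.63. Every donor had more of each gene in sacral DRG, apart from 1 donor for Htr2a. All 7 kept this direction and were DEGs under every alternative scaling. With the glial covariate none of the 7 passed the threshold, and Npy2r reversed to 0.08. Htr5b and Chrm2 overlap other annotated genes. Npy2r and Htr2a changed about as much as the mean of 10 neuronal markers, at -0.59 (lumbar minus sacral). Their changes cannot be told apart from more neuronal RNA in sacral libraries.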

Genes associated with the GPCRs included serotonin receptors (Htr2a and Hrt5b), neuropeptide receptors (Galr1, Npy2r, Sstr4), the purinoceptor P2ry1 and muscarinic cholinoceptor, Chrm2, were also upregulated in sacral DRG. Taken together, the molecular profile indicates our method for isolating Trpv1 positive neurons provides an unprecedented opportunity to identify novel sacral-specific targets for nociceptive modulation.

**Figure 5.**
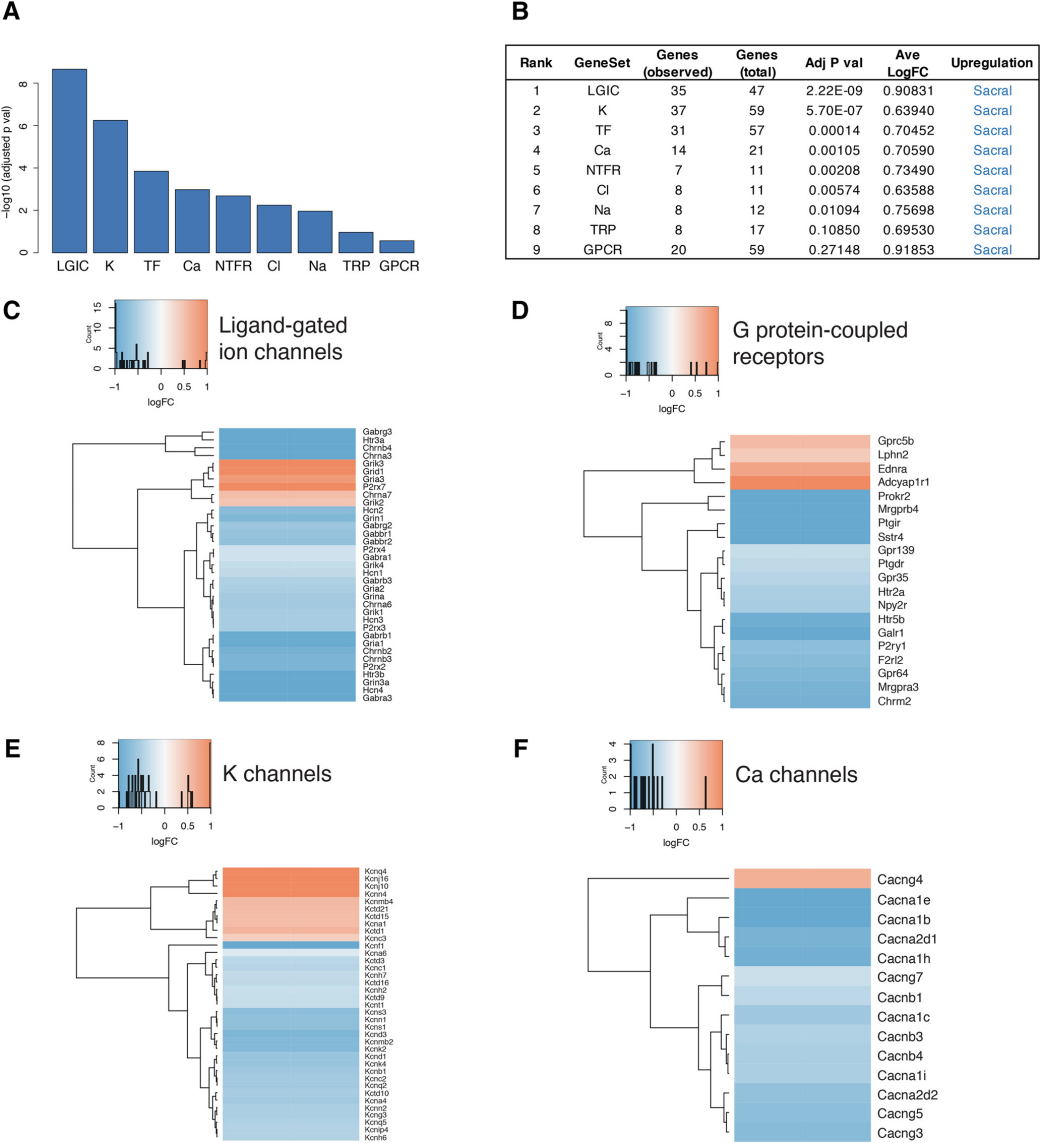
Gene set enrichment analysis of Trpv1-sorted DRG neurons taken from five male and five female adult mice, comparing expression at lumbar (L4-5) and sacral (L6-S1) levels. Nine of 10 gene sets (grouped according to shared function) were enriched (adjusted *p *<* *0.05): LGICs, TFs, GPCRs, NTFRs, K, Ca, and Cl channels, and TRP channels. ***A***, ***B***, All nine gene classes showed upregulation in sacral DRG (blue). ***C–F***, Genes differentially expressed between lumbar and sacral spinal levels from the LGIC, GPCR, K, and Ca channel classes. Blue indicates upregulation in sacral DRG and red upregulation in lumbar DRG. Full list of genes identified by this analysis is provided in Extended Data Figure 2-2, and a complete set of heatmaps is provided in Extended Data Figure 5-1.

10.1523/ENEURO.0397-19.2019.f5-1 Extended Data Figure 5-1 Gene set enrichment analysis of Trpv1-sorted DRG neurons taken from five male and five female adult mice, comparing expression at lumbar (L4-5) and sacral (L6-S1) levels. Nine of 10 gene sets (grouped according to shared function; see Extended Data Fig. 2-1) were enriched (adjusted *p *<* *0.05): LGICs, TFs, GPCRs, NTFRs, K, Ca and Cl channels, and TRP channels. Heatmaps show genes differentially expressed between lumbar and sacral spinal levels from each class. Blue indicates upregulation in sacral DRG and red upregulation in lumbar DRG. A list of genes identified by this is analysis provided in Extended Data Figure 2-2. Download Figure 5-1, PDF file.

### Many but not all aspects of differential gene expression between lumbar and sacral DRG are established by E18.5

A comparison of transcriptomes and lumbar-sacral differential gene expression between maturational states indicated that while some features of nociceptor and proprioceptor transcriptomes were already present at E18.5, DRG continue to develop the more complex expression profiles established in the adult (Fig. 6; Extended Data Fig. 6-1). For example, primary molecular classifiers of eleven distinct classes of sensory neurons recently proposed in a single cell sequencing study (L4-6 spinal levels, adult mouse; Usoskin et al., 2015) were present in our adult DRG datasets and most were also present at E18.5. We further noted that at E18.5 there was no detectable expression of Sst, Mrgpra3, or Trpa1 (the latter previously reported to be expressed only from ∼P14; Hjerling-Leffler et al., 2007). Each of these have previously been linked to acute or chronic itch (Han et al., 2013; Wilson et al., 2013; Stantcheva et al., 2016; Huang et al., 2018), potentially reflecting a coordinated maturation of this behavior.

**Figure 6.**
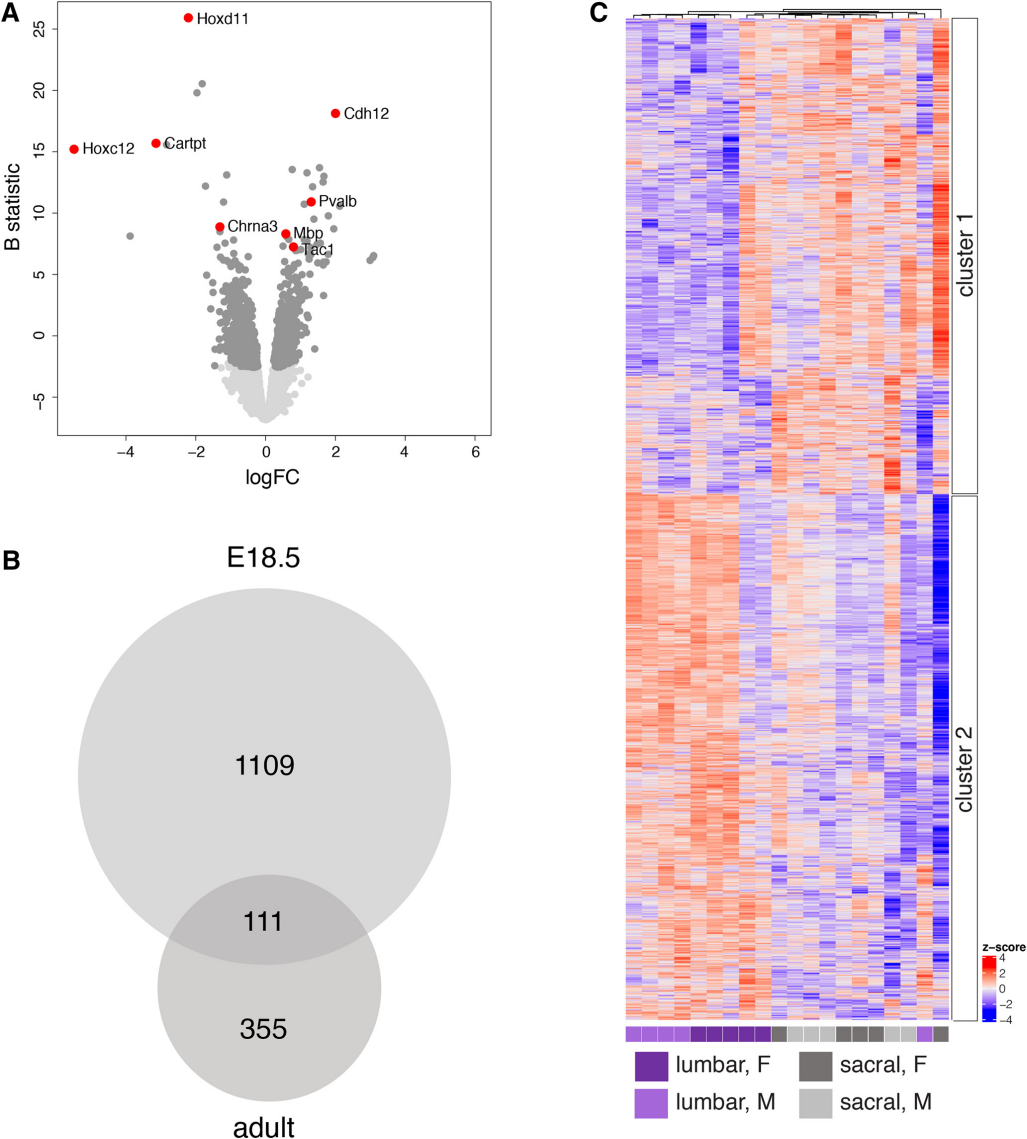
Analysis of DRG from two different spinal levels (lumbar: L4-5; sacral: L6-S1) taken from five male and five female E18.5 mouse embryos. ***A***, Volcano plot illustrating genes differentially expressed between lumbar and sacral DRG neurons. Light gray points are genes not differentially expressed, dark gray points are differentially expressed at adjusted *p *<* *0.05 (*N* = 466); examples of specific differentially expressed genes are highlighted in red. A negative value for the FC indicates an upregulation in sacral DRG, whereas a positive FC indicates upregulation in lumbar DRG. Full dataset provided in Extended Data Figure 6-1. ***B***, Proportional Venn diagram showing the number of genes differentially expressed between spinal levels (pooled male and female data), in the total E18.5 and total adult DRG population. A total of 466 genes were differentially expressed between lumbar and sacral levels in the total population of adult DRG neurons (adjusted *p *<* *0.05), 111 of which were also detected as differentially expressed between lumbar and sacral levels in E18.5 DRG neurons. An additional 1109 genes were detected as differentially expressed between lumbar and sacral levels only in the E18.5 DRG population. Gene lists summarized in Venn diagram are provided in Extended Data Figure 6-2. ***C***, Heatmap with hierarchical cluster for all differentially expressed genes (*N* = 1220; adjusted *p *<* *0.05) for E18.5 lumbar and sacral samples (*N* = 10). Both samples and rows are clustered using Pearson correlation. Heat color reflects row-wise *z* score, and samples are colored according to spinal level and sex. Ranked gene lists for heat map (clusters 1 and 2) are provided in Extended Data Figure 1-2.

10.1523/ENEURO.0397-19.2019.f6-1 Extended Data Figure 6-1 Differential expression analysis for embryo (EXVIII.5) lumbar versus sacral samples. A negative value for the FC indicates an upregulation in sacral DRG, whereas a positive FC indicates upregulation in lumbar DRG. Download Figure 6-1, XLSX file.

10.1523/ENEURO.0397-19.2019.f6-2 Extended Data Figure 6-2 Comparison of differential expression outcomes (lumbar vs sacral samples) between embryonic (EXVIII.5) and adult neurons. These lists show the genes that are differentially expressed between lumbar and sacral DRG in both groups (intersect), differentially expressed between lumbar and sacral DRG only in the embryo group or differentially expressed between lumbar and sacral only in the adult group. These data are summarized in Venn diagram in Fig. 6*B*. Download Figure 6-2, XLSX file.

Maturational changes in the DRG sensory transcriptome were consistent with a higher proportional representation of myelinated neurons being established in lumbar ganglia by E18.5. Pooling data from male and female embryos, we identified 1220 genes differentially expressed between lumbar and sacral DRG (Fig. 6; Extended Data Fig. 6-1). Of these DEGs, 111 were also differentially expressed between spinal levels in the adult (Fig. 6*B*; Extended Data Fig. 6-2). These include: Cartpt, Chrna3, Chrnb4, Esr1, Gabrg3, Gabra3, Htr3a, and Trpv1 that were upregulated in sacral DRG; Nefh and Pvalb were upregulated in lumbar DRG. However, many of the lumbar-sacral DEGs identified in the adult were not identified as differentially expressed between spinal levels in the embryo, indicating further maturation of some cell types after birth. These include: Calca, Chrnb3, Gap43, Galr1, Gfra3, Ntrk2, and Th upregulated in adult sacral DRG and Chrna7, Mpz and Runx3 upregulated in adult lumbar DRG. Tac1, identified in our adult DRG study as upregulated at the sacral level in adult mice, showed a small upregulation at the lumbar level in E18.5 DRG, further demonstrating that some aspects of nociceptor phenotype are yet to emerge in sacral nociceptors at this time. We also identified numerous lumbar-sacral DEGs (1109 genes) at E18.5 that were not detected as lumbar-sacral DEGs in adult DRG. These included: Calb1, Ntn1, Snai2, and Sstr4 upregulated in sacral DRG; Htr2c, Trpm8, Bdnf, Nos1, and Chrm2 upregulated in lumbar DRG. Together, this maturational analysis further demonstrates the dynamic nature of sensory neuron phenotypes in the perinatal and postnatal periods (Rifkin et al., 2000; Hjerling-Leffler et al., 2007; Isensee et al., 2017).

### Sex differences in the DRG transcriptome are more prevalent in sacral Trpv1 neurons

To evaluate sex differences in the molecular profile of visceral sensory neurons we compared male and female samples from each DRG region in the adult population, Trpv1 population, and E18.5 population (Fig. 7). A recent study of lumbar (L1-5) DRG in adult mice identified a small number of genes differentially expressed between males and females, mainly genes located on sex chromosomes (Lopes et al., 2017b). Our analyses of adult DRG identified a similar group of genes that were differentially expressed between male and female DRG at both spinal levels (Xist, Ddx3y, Uty, Eif2s3y, Kdm5d, Gm2223; Fig. 7*A*; Extended Data Figs. 7-1, 7-2, 7-3). However, in adult sacral DRG, we identified an additional 10 genes differentially expressed between males and females (Fig. 7*A*). One of these genes (Kdm6a) is commonly identified in studies of sex differences (Arnold et al., 2016; Balaton and Brown, 2016), but several others have not previously been revealed in studies of sexual dimorphism in nociception. Some of these genes, including Penk and Tac1, are clearly neuronal, but the cellular origin of others remains to be defined. 

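Between females and males, 6 of 16321 tested genes were DEGs in sacral Trpv1 libraries (Car8, Chrnb4, Ddx3y, Penk, Uty and Xist), and 7 of 16386 in lumbar ones (Gm16973, Gm17197, Gm2223, Ngp, Tsix, Uty and Xist). Gm16973, Gm17197 and Ngp were named after their values were seen. At an unadjusted p under 0.05 there were 1320 genes in sacral and 1864 in lumbar DRG. Libraries of a donor correlated at 0.19, and without the donor block 5 genes were DEGs in sacral (Car8 was lost) and 7 in lumbar DRG. Of the 33 genes of Fig. 7B, 30 had a sacral contrast and 6 were DEGs, while 30 passed when adjusted over that list alone, which is the paper's own selection. Over alternatives, the count in sacral DRG ranged from 2 after removal of length and GC trends, where Ddx3y, Uty and Xist were not tested, to 27 with a pseudocount of 1 or with array quality weights. The test of whether a sex difference differed between the levels gave 0 genes (lowest adjusted p = 0.246, with 668 genes at an unadjusted p under 0.05). Female minus male in sacral DRG, Penk (ENSMUSG00000045573, chromosome 4, 4060678 to 4065966) changed by -2.19 (standard error 0.34, adjusted p = 0.011 from limma) and Car8 by -0.81 (standard error 0.14, adjusted p = 0.032). Kdm5d, Eif2s3y, Tsix in sacral DRG and Ddx3y in lumbar DRG had an empty group and were not tested. Some calls rest on few values in one sex: in lumbar DRG Uty had a value in 1 female, Tsix in 1 male and Ngp in 2 female libraries, and in sacral DRG Ddx3y had one in 2 and Uty in 3 female libraries. Tsix and Xist overlap on opposite strands, so their reads could have been mixed.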

When separately considering the adult Trpv1 dataset, we detected several additional genes that were differentially expressed between males and females, all except one of which were identified only in sacral DRG (Fig. 7*B*; Extended Data Fig. 7-3). These included the nicotinic cholinoceptor subunits Chrna3 and Chrnb4, a membrane progestin receptor Paqr9 and several GPCRs.

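In sacral libraries Chrnb4 was at 5.25 ± 0.47 (SD, n = 5) in females and 3.60 ± 0.55 (SD, n = 5) in males, a difference of 1.65 (standard error 0.28, adjusted p = 0.024 from limma). All 5 females exceeded all 5 males (exact permutation test, two-sided p = 0.0079). Chrna3 was at 4.25 ± 0.66 (SD, n = 5) in females and 2.74 ± 0.71 (SD, n = 5) in males. Its difference of 1.51 had a standard error of 0.37 and an adjusted p of 0.22 (limma), and the exact permutation test on this gene alone gave p = 0.016. Paqr9 (ENSMUSG00000064225, chromosome 9, 95460236 to 95462540) differed by 0.93 (standard error 0.22, adjusted p = 0.22), with 5 of 5 females above all males. Among the GPCRs, Oprk1 differed by 1.39 (adjusted p = 0.19), Gpr83 by -1.75 (adjusted p = 0.10) and Gpr26 by -0.71 (adjusted p = 0.22). Chrnb4 stayed a DEG in 19 of 27 alternatives, with adjusted p from 0.0011 to 0.14, and lost its call in 6 of the 10 fits that each left out one donor. Chrna3 and Oprk1 were DEGs with a pseudocount of 1, and Gpr83 was one with either pseudocount. Chrna3, Paqr9, Oprk1, Gpr83 and Gpr26 were DEGs with voom on the worked-back reads and TMM scaling, which was chosen after seeing the data. Female sacral libraries also had a mean of 5 posterior Hox genes 0.33 higher than male ones (exact permutation test, two-sided p = 0.032).

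**Figure D2:**
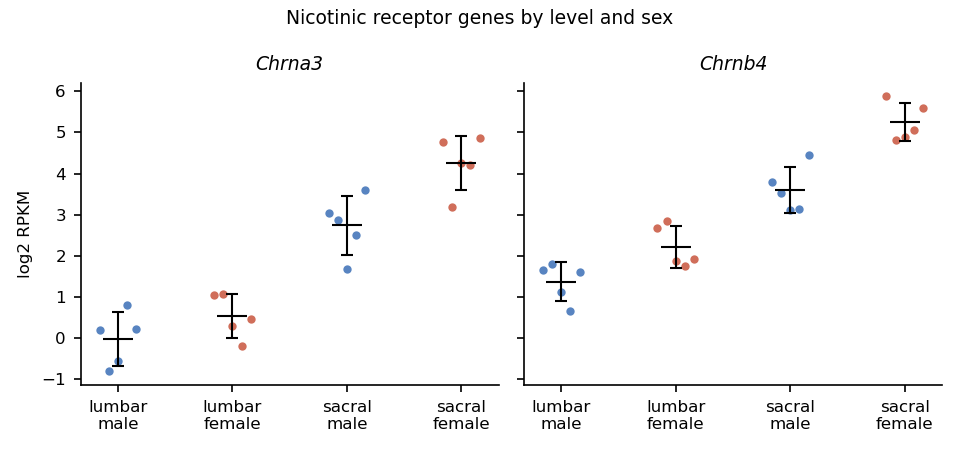
Log2 RPKM of Chrna3 and Chrnb4 in each of the 20 libraries by level and sex, with the mean and SD of 5 libraries per group. In sacral libraries the mean of Chrnb4 is 5.25 in females and 3.60 in males, and that of Chrna3 is 4.25 and 2.74.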

**Figure 7.**
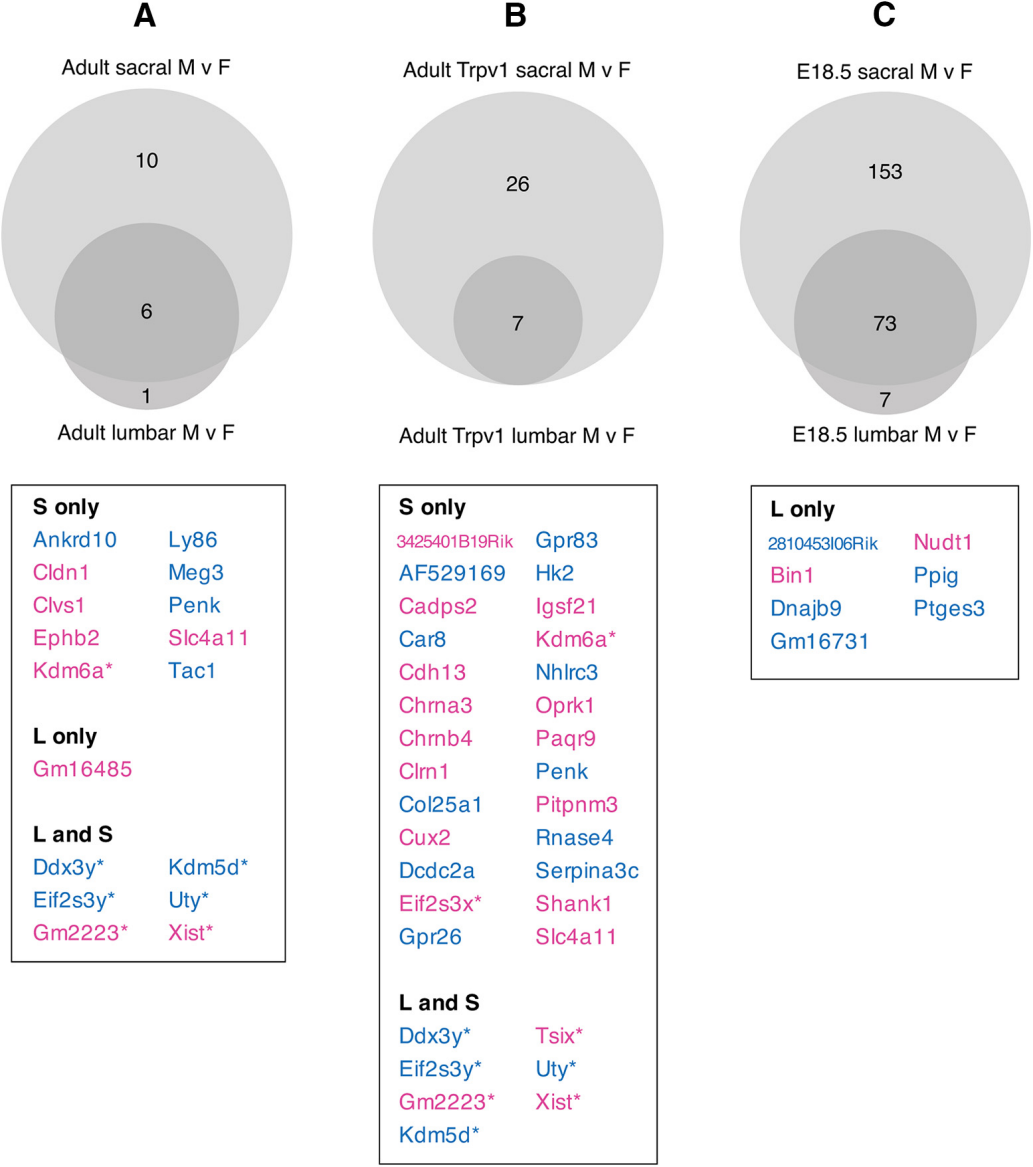
Sex differences in sensory neurons. Proportional Venn diagrams indicate the number of genes differentially expressed (adjusted *p *<* *0.05) between male and female groups in each spinal region of adult (***A***), Trpv1 (***B***), and E18.5 (***C***) populations. ***A***, In adult DRG, 17 genes were detected as differentially expressed between males and females; of these, 10 were differentially expressed only in sacral DRG, one only in lumbar DRG and six were differentially expressed between males and female DRG of both lumbar and sacral spinal levels. ***B***, In the Trpv1 adult DRG neurons, 33 genes were detected as differentially expressed between males and females; of these, 26 were differentially expressed between sex only in sacral DRG, seven were differentially expressed between sex in DRG of both spinal levels and no genes were differentially expressed between sexes only at the lumbar level. ***C***, In E18.5 DRG neurons, 233 genes were detected as differentially expressed between males and females; of these, 153 were differentially expressed between sex only in sacral DRG, seven only in lumbar DRG and 73 were differentially expressed between sex at both spinal levels. Where <30 genes were identified as differentially expressed between males and females, the specific genes are listed in the table below the relevant Venn diagram. These lists distinguish genes differentially expressed only in the lumbar or sacral levels, or differentially expressed in both levels. Genes listed in blue were upregulated in males, whereas genes listed in pink were upregulated in females. Asterisks indicate genes located on sex chromosomes. Full lists of differentially expressed genes for ***A–C*** are found in ***E***. Full gene lists for ***A–C*** are provided in Extended Data Figures 7-1, 7-2, 7-3.

10.1523/ENEURO.0397-19.2019.f7-1 Extended Data Figure 7-1 Differential expression analysis for male versus female adult lumbar samples. A negative value for the FC indicates an upregulation in male DRG, whereas a positive FC indicates upregulation in female DRG. Download Figure 7-1, XLSX file.

10.1523/ENEURO.0397-19.2019.f7-2 Extended Data Figure 7-2 Differential expression analysis for male versus female adult sacral samples. A negative value for the FC indicates an upregulation in male DRG, whereas a positive FC indicates upregulation in female DRG. Download Figure 7-2, XLSX file.

10.1523/ENEURO.0397-19.2019.f7-3 Extended Data Figure 7-3 Sex differences in adult, Trpv1 and embryo datasets. For each set of data (adult, Trpv1, embryo), these lists show the genes that are differentially expressed between male and female DRG only in the lumbar DRG (lumbar), only in the sacral DRG (sacral), or in both lumbar and sacral DRG (intersect). These data are summarized in Venn diagrams in Figure 7. Download Figure 7-3, XLSX file.

We then asked whether these sex differences were evident in embryonic DRG, given that sex organ development is not complete and exposure to sex steroids is more limited. The overall differences between genes upregulated in lumbar (E18.5 *N* = 80 adjusted *p *<* *0.05) and sacral (E18.5 *N* = 226 adjusted *p *<* *0.05) populations persisted (Fig. 7*C*; Extended Data Fig. 7-3). Of these genes differentially expressed between sexes at E18.5, 73 genes were in common to both lumbar and sacral DRG. These included similar groups of X-linked or Y-linked genes identified in adults.

## Discussion

We have identified numerous genes that are differentially expressed between lumbar and spinal DRG and point to a unique phenotype of the sensory neuron population that innervates pelvic viscera. Many but not all of these genes are already differentially expressed at embryonic day 18. By applying a novel approach for isolating Trpv1 neurons, we identified patterns of differential expression with a higher level of resolution and revealed sex differences in gene expression that were not detected across the total population of sensory neurons (Fig. 8). Together, our datasets have the potential to provide new insights into the specific features of pelvic visceral sensory neurons that underlie their unique behaviors.

**Figure 8.**
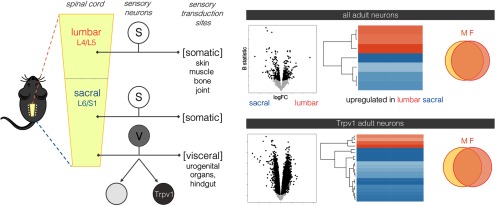
Summary of experimental outcomes in adult mice. Sensory neurons from DRG at different spinal levels contain either entirely somatic sensory neurons (S) or a mixture of somatic and visceral (V) neurons. Genes differentially expressed between DRG at these spinal levels indicate features of pelvic visceral sensory neurons and are represented here by volcano plots (all genes) and heat maps (GPCRs). Very few genes are differentially expressed between males and females. Isolation of Trpv1-expressing nociceptors provides a more sensitive assay for revealing genes differentially expressed between spinal levels (all genes and GPCRs shown as per upper panel) and sex differences.

Several publications have provided deep insights into the complexity of the sensory neuron transcriptome (Lerch et al., 2012; Manteniotis et al., 2013; Chiu et al., 2014; Goswami et al., 2014; Thakur et al., 2014; Reynders et al., 2015; Usoskin et al., 2015; Lopes et al., 2017a; Ray et al., 2018), however to our knowledge none have yet focused on the total population of neurons innervating pelvic viscera. Our goal was not to identify specific cell classes or quantify expression in individual neurons but to define gene expression patterns distinctive for spinal level, sex and maturational state. Our data point to specific novel gene sets to guide focused quantitative studies on expression in individual cell types. By selecting DRG from the L6-S1 spinal levels, we deliberately biased our detection of differentially expressed genes to neurons that are directly involved with the sensation in pelvic viscera; however, we also recognize that somatic afferents present in these sacral DRG may exhibit differences from lumbar DRG and contribute to differentially gene expression across spinal levels.

Visceral sensory neurons have many properties that differ from somatic sensory neurons and that are relevant to their distinct responses to analgesics, responses to injury and other pathophysiological perturbations (Robinson and Gebhart, 2008; Schwartz and Gebhart, 2014; Gebhart and Bielefeldt, 2016; Grundy et al., 2019). Our analyses of aggregated pelvic visceral sensory neurons provide the opportunity to understand the molecular contributors to these distinctive features that are shared by this population. Our approach aimed to identify the transcriptome underlying unifying features of pelvic visceral sensory neurons, aligned with their common physiological and pathophysiological features. A logical extension of this would be to characterize the transcriptome of sensory neurons innervating particular a specific organ or perturbation of interest, by isolating neurons that have been labeled with conventional retrograde tracer applied to that site (Hockley et al., 2019). This has not yet been performed across the many types of pelvic organs.

A previous study to characterize the transcriptome of DRG neurons projecting to the distal colon in adult mice (Hockley et al., 2019) provides an important dataset for the field of visceral sensory neurobiology and pathophysiology. As expected, there is a strong congruence between the gene sets identified in colonic afferents and our data that we considered to represent the total sacral visceral population. For example, each of the genes considered as primary classifiers for the seven clusters of colonic afferents is also expressed in our male and female sacral datasets. However, from these data, we are not yet able to determine if afferents innervating the reproductive or lower urinary tracts show different expression profiles to isolated colonic afferents. This is largely because levels of gene expression cannot be directly compared across single cell and bulk sequencing studies. For example, from our current data, we cannot validly deduce clusters of genes that represent cell types. We also cannot estimate the proportion of neurons that coexpress particular gene combinations. Many neurons show functional phenotypic differences due to gene combinations or levels of protein expression rather than absolute expression levels of a single gene. We further note that the two studies were designed to compare gene expression across spinal levels for different purposes – our study compared L6-S1 (mixed visceral-somatic) with L4-5 (purely somatic) ganglia, whereas Hockley et al. (2019) characterized visceral neurons that innervate the distal colon, comparing neurons from T10-L1 and L5-S2. Finally, their study focused only on males, whereas our study separately collected data from male and female mice.

We have not attempted to provide a complete investigation of each gene differentially expressed across lumbar and sacral spinal levels, but instead focused on several genes relevant to neural signaling. We found a particularly interesting aspect of expression of the nicotinic cholinoceptor subunits, Chrna3 and Chrnb4, that showed a profile distinct from other nicotinic receptor genes. Both were upregulated in E18.5 and adult sacral DRG where no differential expression between sexes was identified. However, in the adult Trpv1 subpopulation we identified higher expression of both genes in the sacral DRG and a sex difference (upregulation in female). 

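Both differences rest on the same sacral libraries: the difference between levels was tested over both sexes, and the sex difference within the level. In lumbar libraries the female minus male difference was 0.84 (standard error 0.28, adjusted p = 0.33 from limma) for Chrnb4 and 0.57 (standard error 0.37, adjusted p = 0.56) for Chrna3. The test of whether the sex difference itself differed between the levels gave 0.81 (standard error 0.36, unadjusted p = 0.036) for Chrnb4 and 0.94 (standard error 0.47, unadjusted p = 0.059) for Chrna3, and neither passed after adjustment over the tested genes (adjusted p = 1.00 for both). Over the alternatives, the sacral sex difference stayed between 1.35 and 1.86 for Chrnb4 and between 1.25 and 1.78 for Chrna3. Chrna3 and Chrnb4 lie next to each other on chromosome 9. From the sex difference, the paper proposes that these channels could be targeted to modulate sacral visceral pain in females.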

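Female minus male in sacral libraries, Chrna6 (ENSMUSG00000031491) differed by -0.29 (standard error 0.22, adjusted p = 0.74 from limma), Chrnb2 (ENSMUSG00000027950) by 0.27 (standard error 0.26, adjusted p = 0.81) and Chrnb3 (ENSMUSG00000031492) by -0.13 (standard error 0.28, adjusted p = 0.92). Their log2 fold changes between the levels were -0.64, -0.97 and -0.91, with adjusted p of 0.0011, 1.1e-04 and 3.6e-04, and 9, 10 and 9 of 10 donors higher in sacral DRG. The sex difference of Chrnb2 reversed to -0.11 with the glial covariate, and its adjusted p over the alternatives was 0.52 to 0.98.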

Three other nicotinic subunits (Chrna6, Chrnb2, and Chrnb3) were also upregulated in sacral Trpv1 neurons, but no sex differences were observed. Historically, the primary focus of nicotinic receptor characterization in the peripheral nervous system has been ganglionic transmission in autonomic circuits, where the predominant subunit combinations of nicotinic receptors are α3β4 and α3β5β4 (McGehee and Role, 1995). However, nicotinic receptors have also been reported in sensory neurons (Genzen et al., 2001; Rau et al., 2005), including bladder-projecting sacral DRG (Nandigama et al., 2013). A recent study has shown that Chrna3 is more highly expressed in visceral sensory neurons, including neurons that innervate the bladder and colon, and that it distinguishes “silent” peptidergic nociceptors that become sensitized to mechanical stimuli during inflammation (Prato et al., 2017). Beyond being a marker for a functionally distinct class of sensory neurons, there are several possible sources of endogenous acetylcholine that may modulate sensory activity by activating these nicotinic receptors. These include macrophages (Fujii et al., 2017) and nearby cholinergic autonomic axons. Our data revealing sex differences in the expression of Chrna3 and Chrnb4 by sacral Trpv1 neurons raises the possibility of targeting these channels to modulate sacral visceral pain in females. This sensory context of nicotinic function also provides a new perspective to previous studies where several types of nicotinic receptor gene deletion (including Chrna3 or Chrnb4) impaired urinary voiding (Xu et al., 1999a,b); these mice exhibiting enlarged bladders, “dribbling urination,” and urothelial hyperplasia. Although these animals clearly had parasympathetic deficits, a component of their overall phenotype may have been due to sensory dysfunction.

We have not attempted to distinguish neural and non-neural contributors to the differential gene expression patterns identified in our study. Many genes can be clearly attributed to neurons, glia or both, however a much greater proportion remain to be characterized in the context of the DRG. An intriguing example is the potent vasoconstrictor Uts2d that was expressed in adult DRG, and of all genes identified, had one of the highest FCs in expression across spinal levels (upregulated in sacral DRG). This gene was absent from our adult Trpv1 data. 

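In the Trpv1 libraries Uts2d (ENSMUSG00000056423, chromosome 16, 27353408 to 27370325) had a value in 7 of 20, of which 2 were lumbar and 5 sacral, with at most 28 reads. Its mean in these was -1.88 ± 1.18 (SD), and it did not reach the level required for testing. One donor had values at both levels.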

Uts2d was expressed in E18.5 DRG but did not show this differential expression across spinal levels. One interpretation is that Uts2d is expressed by Trpv1-negative neurons (or their associated glia) from E18.5 but that postnatally expression increases selectively in sacral Trpv1-negative neurons. The function of Uts2d is yet to be determined in sensory systems.

The TrpV1^PLAP-nLacZ^ mice used in our study on adult DRG have been extensively characterized and validated (Cavanaugh et al., 2011a,b) in anatomic and functional studies that show reporter expression to be a reliable indicator of adult Trpv1 expression (e.g., expression in around one-third of adult DRG neurons). In contrast, transcriptome profiles from adult Trpv1 DRG neurons have previously utilized Trpv1-Cre mice (Goswami et al., 2014) that overestimate the adult Trpv1 population because many immature DRG neurons express Trpv1 that is then downregulated postnatally (Cavanaugh et al., 2011a), i.e., the Cre positive neurons in the Trpv1-Cre mouse model will continue to identify the full Trpv1-Cre lineage rather than the exclusive adult Trpv1 expression. The approach we used to isolate Trpv1 neurons from adult mouse DRG was successful in providing a tool to analyze a Trpv1-enriched population, as determined by our assessment of expression patterns for genes known to be associated with major functional classes of DRG neurons. We were conservative in our cell sorting criteria (retaining only the brightest 15% of neurons) to reduce the prevalence of large myelinated neurons; the success of this is demonstrated by the expression profile of the Trpv1 flow cytometry output that shows low but not absent expression of key markers of these large myelinated neurons. 

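Among the markers of large neurons, Pvalb had a log2 fold change of 2.11 (standard error 0.59, adjusted p = 0.0072 from limma), with more in lumbar DRG in the 8 donors with values at both levels. Calb1 changed by 0.13 (standard error 0.23, adjusted p = 0.67). Calb2 had no value in any sacral library and was not tested between the levels, and Ntrk3 was called, with more in sacral DRG, under some alternatives only.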

Because of our conservative sorting criteria, we also predict that some of the Trpv1 neurons are missing from our data. Moreover, the neuronal isolation and flow cytometry protocols may have acutely affected transcription. These procedures were not applied to the total adult or E18.5 samples, limiting the direct comparison of expression levels that can be made across the sample sets.

Very few studies of the DRG transcriptome have directly compared males and females. A recent study by Lopes et al. (2017b) in adult mice identified a similar small group of X-linked and Y-linked genes, strongly overlapping with genes that we identified as differentially expressed between sexes. We did, however, identify a slightly larger group of differentially expressed genes than this study, likely because we included L6-S1 ganglia that innervate sexually dimorphic tissue. We detected the largest number of genes differentially expressed between males and females by restricting our analyses to Trpv1 neurons, consistent with these neurons having a strong innervation of the pelvic viscera. Several are genes that escape X inactivation (escape genes) that have been reported to show variable expression between tissue types (Arnold et al., 2016; Balaton and Brown, 2016; Tukiainen et al., 2017). The functional interpretation of this variability and its role in neural function is unclear but warrants further investigation.

In conclusion, we have identified numerous features of sensory neurons that vary between lumbar and sacral DRG and that are potentially involved in unique physiology and pathophysiology of visceral sensation and pain. There are limited sex differences across the transcriptome of sensory ganglia, but these can be revealed in sacral levels and especially in Trpv1 nociceptive neurons. These datasets will encourage identification of new tools to modify mature or developing sensory neurons and adult nociceptive pathways.

How the deposited data were processed for this re-analysis (not part of the article)

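RNA was measured in Trpv1 neurons sorted from the dorsal root ganglia of adult Trpv1 reporter mice, at the lumbar (L4-5) and sacral (L6-S1) levels of 5 male and 5 female donors, which gave 20 libraries in 4 groups. Each library was placed in its group by its label. The labels also give 2 animal numbers per donor, where the paper speaks of 5 male and 5 female mice, and the lumbar and sacral libraries that share these numbers were taken as pairs. The values of all 20 libraries came from one table, which holds no other samples.

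The authors checked read quality, aligned the reads to the mm9 mouse genome with Subread, kept uniquely mapped reads, counted them on Ensembl genes with featureCounts, and applied TMM scaling from edgeR and voom from limma. The values the authors deposited are log2 RPKM, that is log2 of reads per kilobase scaled to library size, with one column per library. The deposited values lie between -9.97 and 18.27, and every library has the same median of 0.93. The paper's text does not describe the step that makes the medians equal. No number of reads was added before the log, and 319449 cells are empty.

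Of the 37620 genes listed, 37205 were matched by identifier to the annotation of the same genome build, NCBIM37, which gave their symbols and positions, and 415 were not. Of the 28233 genes with a value in any library, 17138 had one in all 20. Because low values step by whole reads, the number of reads per gene was worked back from the deposited values. The values of 27506 of 27999 genes came out whole in each library with a value, within 0.01 of a read, and 493 genes did not. The recovered reads were used for depth, for shares of reads and for alternatives. They numbered 43906566 to 66407317 per library. No count below 1 read can be seen at this depth, and counting error is the only error that depth describes.

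Differential expression was tested with limma 3.58.1 and statmod 1.5.0 in R 4.3.3 on the deposited log2 values, with a mean for each of the 4 groups, donor correlation estimated by duplicateCorrelation (0.17), a mean-variance trend in the moderated variances, and Benjamini-Hochberg adjustment at 0.05. The contrasts were lumbar minus sacral over both sexes, female minus male within each level, and the difference between the sex differences of the levels. Genes were kept when their mean log2 RPKM was above -1 in at least 1 group. The means for that filter were taken over cells with a value, with at least 3 values in the group, a handling of empty cells that the plan had not stated. Of 16422 genes kept, 15318 had a value in every library, 118 had a group without a value, and 16304 were tested between the levels.

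The 10 curated sets of the paper were tested with cameraPR in limma on the moderated statistics, at an inter-gene correlation of 0.01, with adjustment over the 10 sets. Single comparisons of libraries used exact permutation tests, two-sided, with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The 10 glial markers were named in the plan. Neuronal and immune markers and posterior Hox genes were taken from lists written by hand, which the plan had not named.

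The pairing of libraries was checked by the correlation of their deviations from the group means. Its mean was 0.19 for libraries of the same donor (0.05 to 0.32) and -0.05 for different donors of a sex (-0.40 to 0.36). Deviations cancel within a group, so the -0.05 largely follows from the 0.19. The donor was kept as a random block, and fits without the block and with the donor as a fixed effect were run as alternatives.

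Genes named in the text are those the paper names for the Trpv1 neurons, the 33 genes of Fig. 7B, and the 5 genes with the largest log2 fold change in each direction among those at an adjusted p of at most 0.05 that changed the same way in all 10 donors. Other names are given as chosen after their values were seen. Some genes that this rule covers are not reported here. Of 85 named genes, 28 overlap another annotated gene, 12 of them on the same strand. The paper does not state that counting used the strand, so the values of overlapping genes are uncertain.

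The alternatives were other filters on low values, pseudocounts of 1 and 0.1, quantile normalization, median centring, moderation without the trend, array quality weights, each donor left out in turn, each sex alone, other donor models, a separate fit for each level, an adjusted p of 0.01, a glial marker mean as a covariate, and other gene set tests. Chosen after seeing the data were voom on recovered reads with TMM scaling or scaling to total reads, TMM factors or scaling to reads outside the mitochondrial genome on the deposited values, empty cells set to 0.5 reads, and removal of a length and GC trend. The TMM scaling was written out by hand, and it was also run with voom on simulated data.

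On simulated data, the level test found 95.2% of 400 genes with planted log2 changes of 2 or 1.5 among 15147, and 4.8% of its calls were false. The sacral sex test found 95% of 200 genes with a planted log2 change of 3, with 3.1% of calls false, and the interaction test found 87% at that size. Smaller sex differences were not simulated. With voom on simulated reads 90.5% of the changed genes were found. The simulated reads of 37310 genes in 4 libraries were worked back in full (100.0%).

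Total adult DRG and embryonic DRG were not analysed here, so comparisons with the total DRG use the paper's own lists and values. EGSEA was not run, and the edgeR steps of the authors were not repeated in their tool. Flow cytometry and imaging were not analysed here.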

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

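The tests of total reads, of mitochondrial mRNAs against rRNAs, and of TMM factors and other scalings for Nefh were chosen only after the result was seen.

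Single libraries lay apart from the others of their group in 15 of the 351 groups of 4 or 5 values examined. This rule picks out about 1 in 20 groups by chance, which is 17.6 groups, so the number is what chance gives. In log2 RPKM, Calb1 was -1.59 in the lumbar library of female F2 (others -0.16 to 0.29), Htr3a 1.44 in the lumbar library of male M2 (others 2.76 to 3.15) and Htr3b -2.31 in that of female F3 (others 0.84 to 1.48). Gm2223 was 5.48 in the lumbar library of F3 (others 6.06 to 6.26), Ddx3y 2.54 in that of M5 (others 2.98 to 3.14) and Eif2s3y 1.33 in that of M5 (others 1.86 to 2.03). In sacral libraries P2ry1 was 4.99 in F5 (others 4.43 to 4.58), Esr1 2.70 in F1 (others 1.58 to 1.86), Chrm2 0.25 in M2 (others 1.52 to 1.90), Negr1 3.73 in M4 (others 4.09 to 4.23) and Ucp2 2.58 in M5 (others 3.11 to 3.28). Nhlrc3 was -0.051 in M1 (others 0.14 to 0.17), Clrn1 -2.55 in M2 (others -0.50 to 0.29) and H19 -4.51 in M2 (others 0.90 to 2.40). The lumbar library of M5 also had fewer reads, 43906566 against 56689373 to 61469982 in the other lumbar libraries of males. The most on a single library was 3, and 58.6% of 10000 random allocations of the 15 gave as many on a library, so the outliers do not gather on a library. The lumbar library of M5 does lie apart on the second principal component, at -46.0 against -21.2 to 24.0 for the others. No biological explanation was tested for these.

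Nefh differed between the levels in opposite ways in the sexes: the lumbar minus sacral difference was 0.55 ± 0.39 (SD, n = 5) in males, each above 0, and -0.49 ± 0.24 (SD, n = 5) in females, each below 0. The interaction was 1.04 (standard error 0.20, unadjusted p = 3.4e-05), but its adjusted p of 0.246 over 16304 genes did not pass. With TMM factors in place of the deposited scaling, 10 of 10 donors kept their direction, and the same held with scaling to reads outside the mitochondrial genome. With scaling to total reads, which moves the differences of all genes alike, 7 of 10 donors kept it. The male minus female difference was 0.95 with total reads against 1.04 as deposited, so scaling does not account for the difference between the sexes. Among the 15318 genes with a value in every library, 11 had such opposite signs in all donors, against 29.9 from independent signs. The 29.9 takes both signs as equally likely in each donor, whereas 45.6% of tested genes differed between the levels. Donors of a sex are also not independent over genes. This count therefore cannot decide whether the pattern comes from many genes having been looked at.

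Mitochondrial genes took 52.3% ± 7.17 (SD, n = 10) of the reads in lumbar libraries and 30.5% ± 6.14 in sacral ones, with more in lumbar in 10 of 10 donors (exact paired permutation test, two-sided p = 0.00195, the smallest that 10 donors allow). The paper does not report these reads. Total reads did not differ between the levels (exact paired permutation test, p = 0.949), so library depth does not account for it. The mean log2 ratio of lumbar to sacral shares was 0.78 for mitochondrial mRNAs and 0.79 for rRNAs, so it is not a matter of rRNA alone. Within each level, libraries with more glial RNA had a larger mitochondrial share. Spearman rho was 0.90 in lumbar (permutation p = 0.001, adjusted 0.002) and 0.67 in sacral libraries (permutation p = 0.0377, adjusted 0.0502). In the same order, Pearson r was 0.87 (permutation p = 0.0001) and 0.58 (permutation p = 0.078). The adjustment took the Spearman and Pearson p-values of both levels together. Leaving out the 2 farthest libraries gave r of 0.77 and 0.41, so the relation was weaker without them and stays uncertain in sacral libraries. Glial RNA may therefore account for part of the difference, which cannot be told apart from a difference between the levels themselves. The library numbers in the labels run in blocks by sex and level, so an order of handling that followed them could not be told apart from the groups. The paper names no batch among the Trpv1 libraries and states that they were made in one facility.

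The mean of 10 glial markers was 0.94 ± 0.25 (SD, n = 10) higher in lumbar than in sacral libraries (10 of 10 donors), that of 10 immune markers 1.03 ± 0.76 higher (9 of 10 donors, exact paired permutation test, two-sided p = 0.0039), and that of 10 neuronal markers fell by 0.59 ± 0.24 (10 of 10 donors lower). With TMM factors the glial and immune differences were 1.1 and 1.2 and the neuronal one fell by 0.42, still lower in lumbar libraries in 10 donors, so these factors do not account for it. RNA of other cells in the sorted fraction could be a source. With the glial mean as a covariate 198 genes differed between the levels, but that covariate itself differs between the levels, so the count does not settle it. Whether the glial RNA differs because of the ganglia or because of dissociation and sorting was not tested.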

How the results depend on the processing

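The alternatives tried were set before the data were examined, except for voom on recovered reads (with TMM scaling or scaling to total reads), TMM factors, scaling to reads outside the mitochondrial genome, empty cells set to 0.5 reads and removal of length and GC trends, which were chosen only after the data were seen.

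The number of genes different between the levels, 7436, kept within 1.5 times of this value in the other settings, apart from 205 with the glial marker covariate, 4644 in males alone and 3671 in females alone. No donor block gave 6577 genes and the fixed donor block 7253, for libraries of a donor that correlated at 0.19. The 10 fits that each left out one donor gave from 6623 to 7475 genes, and an adjusted p of at most 0.01 left 5104. The share higher in sacral neurons, 66.5%, was 55.2% after quantile normalization, 56.2% after median centring, 83.9% with the glial covariate, 47.4% and 90.2% with voom on TMM and on total reads, 33.2% with scaling outside the mitochondrial genome and 42.6% with TMM factors, and 64.5% to 69.2% without each donor. Against the deposited scaling, the median log2 fold change moved by 0.23 with scaling outside the mitochondrial genome, by 0.17 with TMM factors and by -0.33 with total reads, and changes of genes are to be read relative to that.

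Of the total-DRG genes, 326 were different here, 37 with the glial covariate and 66.3% to 69.5% of the list without each donor, with 87.3% to 89.9% in the same direction. Of the curated genes, 184 were, 12 with the glial covariate, 114 in females alone and 165 to 184 without each donor. The share of these higher in sacral neurons, 80.4%, was 100% with the glial covariate, 91.5% with voom on total reads, 67.97% with scaling outside the mitochondrial genome and 80.2% to 83.9% without each donor. The number of enriched sets, 7, was 1 with the glial covariate (NTFs, which are not among the 7), 3 with voom on total reads, 3 with length and GC trends removed, 5 with an inter-gene correlation of 0.05, where GPCRs and K channels were lost, and 6 to 7 without each donor. The difference between small- and large-neuron markers, 7.98, was 6.98 with a pseudocount of 1 and 7.88 to 8.04 without each donor.

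The 6 genes different between the sexes in sacral neurons became 27 with a pseudocount of 1, 13 with a pseudocount of 0.1, 27 with array quality weights, 18 in the separate fit of the level, 27 with voom on TMM scaling, 13 with voom on total reads, 10 with empty cells set to 0.5 reads and 2 with length and GC trends removed, and 3 to 9 without each donor. The 7 in lumbar neurons became 12 with a pseudocount of 1, 13 with quantile normalization, 4 without a trend, 4 with the glial covariate, 3 in the separate fit, 1 with voom on TMM scaling, 0 with voom on total reads (1549 at an unadjusted p under 0.05) and 0 with length and GC trends removed (1581 at an unadjusted p under 0.05), and 3 to 9 without each donor. No setting gave a gene for the sex by level interaction (0 to 0 without each donor, 668 genes at an unadjusted p under 0.05 with all donors). Of the 7 lumbar genes, voom tested 2 and the fit without length and GC trends tested 0, so their lower lumbar counts partly come from genes that were not tested. Of the 6 sacral genes both tested 3 (not Ddx3y, Uty and Xist), which bears on the lower sacral count without length and GC trends. Numbers of genes alone do not say that the same genes were called.

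The direction of 26 differences of single genes reversed, and the cause was not tested, nor for the other changes above. Nefh, 0.03 between the levels, was -0.0018 with array quality weights, -0.053 without male replicate M3 (-0.053 to 0.071 over the 10 donors left out), -0.49 in females alone and -0.30 with voom on total reads. The glial covariate gave reversals for Ntrk3 at 0.18, Htr1d 0.19, Kcng4 0.52, Scrt1 0.62, Htr3b 0.060, P2rx2 0.084, P2rx3 0.073 and Npy2r 0.084, and the female minus male difference of Chrnb2 in sacral neurons was -0.11. Htr1d was 0.016 with voom on TMM scaling, 0.093 with scaling outside the mitochondrial genome and 0.032 with TMM factors, and Oprl1 -0.021 with voom on total reads. Scrt1 was 0.039 with median centring, 0.077 without male replicate M4, 0.0051 without female replicate F3, 0.032 without female replicate F5 (-0.15 to 0.077 over the 10 donors left out), 0.11 in males alone, 0.10 with voom on TMM scaling, 0.19 with scaling outside the mitochondrial genome, 0.13 with TMM factors and 0.12 with length and GC trends removed. Among the 1911 values of single genes under the settings fixed in advance, 1785 kept direction and side of the threshold, 66 lost it and 40 gained it, and 3 levels moved (Calb1, Calb2 and Pvalb with a pseudocount of 1). Among the 451 under the later ones, 397 kept both, 8 lost it and 37 gained it.

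The female minus male difference of Chrnb4 in sacral neurons lost its call in 6 of the 10 fits that each left out one donor, with moderation without a trend and with the glial covariate. The depth limits genes at a few reads, such as Edn3 with 1 to 177 reads per library, whose values step by whole reads. Runx3 and Uts2d fell below the filter on low values, and without that filter Runx3 was tested and was not called.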

Differences from the paper's values

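The paper gives 33 genes that differ between the sexes in sacral Trpv1 neurons, whereas 6 passed here. Of the alternatives set before the data were examined, a pseudocount of 1 and array quality weights, with 27 genes each, came within the paper's number, and 19 did not. The genes were not all the paper's: 22 of the 27 with a pseudocount of 1 are among its 33, and 13 with array quality weights. Voom on recovered reads with TMM scaling, chosen after seeing the values, also gave 27, and 25 of these are among the 33. Voom with TMM scaling and donor blocking is what the paper describes. The lower count here thus goes largely with the choice of test and does not speak against those 25 genes. Of the 6 genes called here, that voom fit did not test Ddx3y, Uty and Xist.

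The caption of Fig. 5 names GPCRs and TRP channels among the sets at an adjusted p below 0.05, as they are here, while the values read from its panel are higher. For TRP channels the paper shows an adjusted p of about 0.11 in Fig. 5B, read by eye, and here it was 0.0086. None of the alternatives set before the data were examined gave a value that close, and they lie from 2.2e-05 with fry to 0.72 with the glial covariate. For GPCRs the paper shows about 0.27 in Fig. 5B, read by eye, and here it was 0.0067. Over-representation by Fisher's exact test gave 0.273, which comes within the paper's value, and the other alternatives lie from 8.9e-05 with fry to 0.72 with the glial covariate.

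The paper names 9 of the 10 sets as enriched towards the sacral level, and here 7 passed, while fry, set before the data were examined, called 9, all towards the sacral level. The count is the same but the sets are not: fry left out Cl channels (adjusted p = 0.16), which the caption of Fig. 5 names. The question also differs, since fry asks whether a set changes at all and cameraPR whether it moves more than other genes. TFs had an adjusted p of 0.0083 with fry and 0.94 with cameraPR. Scaling to reads outside the mitochondrial genome, chosen after seeing the values, gave 8. These left out Cl channels and TFs, also named in that caption, with adjusted p of 0.83 and 0.74 from cameraPR.

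The paper gives Ntrk2 as the exception in direction between the total and the Trpv1 neurons. Here 40 of the 326 shared genes had the opposite sign to the paper's value in the total DRG, and 34 of these 40 are among the genes the paper calls in both. The parts of the paper's own tables used here share 204 of the 327 genes it calls in both, and 9 of these 204 have opposite signs there. The same 9 have the sign of the paper's Trpv1 table here.

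Of the genes of Fig. 7B, 27 were not called in sacral neurons here. Kdm5d, Eif2s3y and Tsix are among these because they were not tested, as a group had no value. All of the 27 but Col25a1 were called under at least 1 setting. With a pseudocount of 1 these were Hk2, Cadps2, Rnase4, Oprk1, Gpr83, Chrna3, Eif2s3x, Shank1, Igsf21, Clrn1, Serpina3c, 3425401B19Rik, Gm2223, Kdm5d, Eif2s3y and Tsix. With a pseudocount of 0.1 they were Cadps2, Gpr83, 3425401B19Rik, Kdm5d, Eif2s3y and Tsix. With array quality weights they were Hk2, Cadps2, Rnase4, Gpr83, Eif2s3x, Igsf21 and Gm2223, and with moderation without a trend Cadps2. In the separate fit of the sacral libraries they were Hk2, Cadps2, Gpr83, Igsf21, Serpina3c, 3425401B19Rik and Gm2223. Gm2223 was also called with quantile normalization, median centring, and without donor F3, Hk2 without donor F3, and Igsf21 without donor F2. Chosen after seeing the values, voom on recovered reads with TMM scaling called Hk2, Cadps2, Rnase4, Oprk1, Cdh13, Gpr83, Chrna3, Eif2s3x, Dcdc2a, Kdm6a, Shank1, AF529169, Gpr26, Pitpnm3, Igsf21, Cux2, Nhlrc3, Paqr9, Serpina3c, 3425401B19Rik, Slc4a11 and Gm2223. Voom with scaling to total reads called Hk2, Cadps2, Oprk1, Cdh13, Gpr83, Chrna3, Dcdc2a, Shank1, Pitpnm3, Igsf21 and 3425401B19Rik, and empty cells set to 0.5 reads called Kdm5d, Eif2s3y and Tsix. Gm2223 was called with TMM factors as well. In lumbar neurons, Kdm5d, Ddx3y and Eif2s3y were not tested here, as a group had no value. They were called with both pseudocounts and with empty cells set to 0.5 reads.

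In Fig. 7B, AF529169 and Col25a1 appear coloured as higher in males, read by eye. Here both were higher in sacral libraries of females, by 0.94 and 0.96, with all 5 female libraries above all 5 male ones.

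The level of Pvalb is about 0.6 in Fig. 4A, read by eye, and here it was -1.21 ± 1.84 (SD). A pseudocount of 1, set before the data were examined, gave 0.65.

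The paper gives no gene that differs between the sexes in lumbar Trpv1 neurons alone. Here 5 of the 7 lumbar genes did not pass in sacral neurons, namely Gm16973, Gm17197, Ngp, Gm2223 (sacral adjusted p 0.10) and Tsix, which was not tested there. The paper describes Uts2d as absent from Trpv1 neurons, and here it had a value in 7 of 20 libraries, with at most 28 reads.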

Other observations

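The test of the share of genes higher in sacral neurons with TMM factors was chosen only after the result was seen.

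The groups were compared with other splits of the libraries. The count of genes different between the levels was tested against 100 splits, the real one included, each assigning the lumbar and sacral label within donors, and 1 of the 100 (the real one) gave as many, with a highest count of 5506 among the others against 7448 with a donor correlation estimated from 1000 genes. The same was 1 of 100 for the excess of genes higher in sacral over those higher in lumbar neurons, 1 for curated genes and 1 for the total-DRG genes, and 13 of 100 for the 7 curated sets, which alone would not tell the number of sets from other splits. The 12 others with as many sets swapped at most 2 or at least 6 of the 10 donors, so most kept or mirrored the larger part of the real labels, while the 24 splits with 5 donors swapped gave 0 to 2 sets. Of 100 splits of the donors by sex, 3 gave at least as many genes in sacral libraries and 5 in lumbar ones, with up to 279 and 1252 genes, so the number in lumbar libraries cannot be told apart from what other splits give. For the sex by level interaction, with 0 genes, 100 of 100 splits gave as many, which a count of 0 fixes in advance and which tests nothing, and 668 genes had an unadjusted p under 0.05.

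More genes were higher in sacral than in lumbar neurons with the deposited scaling (66.5%), but the share was 42.6% with TMM factors and 33.2% with scaling to reads outside the mitochondrial genome. The excess may therefore follow from how the libraries were scaled. Both settings move the median of all tested genes, so the share of genes in each direction depends on the scaling, whereas 5431 of the 7436 genes were still different with TMM factors, in the same direction in each of them.

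With the mean of 10 glial markers as a covariate, 198 genes differed between the levels in the fit used for this test, which took the donor correlation from 1000 genes (205 with the correlation over all genes). That covariate is itself higher in lumbar libraries, so a fall is built in. When it was shuffled among libraries within each level, which keeps its difference between the levels, the 60 shuffles gave 214 to 5992 genes (median 3027.5), and 0 of 60 gave as few. An earlier set of 20 shuffles, drawn from another seed and with other genes for the donor correlation, had 1 fit with as few, and was replaced by the 60. The variation in glial RNA within the levels may thus account for part of the difference between them, and 12 of 37 named genes that differed before did so with the covariate.

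After removal of each library's trend with gene length and GC content over 12943 protein-coding genes, 6759 genes differed between the levels, against 6649 before on the same genes, with 6172 in both. Length and GC content do not account for the difference.

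For the higher Chrna3 and Chrnb4 in female sacral libraries, 3 explanations were tested. The mean of 5 posterior Hox genes was 0.33 higher in female than in male sacral libraries (exact permutation test, two-sided p = 0.032), so a difference in the position of the ganglia taken may contribute. With the glial covariate the Chrnb4 difference was 1.35, where it was 1.65 without it (adjusted p 0.00106 to 0.14 over its alternatives), but the call was lost, with an adjusted p of 0.11. Chrna3 fell from 1.51 to 1.31 (adjusted p 0.0227 to 0.675 over its alternatives). Glial RNA thus may account for part of either difference, and most of their size remained. Of the 100 genes with the strongest rise in sacral neurons, 85 were higher in female sacral libraries, but 14 of the possible splits of the 10 sacral libraries into groups of 5 were as uneven, with 50 to 91 genes, so a shift of all such genes was not shown. The glial mean, mitochondrial share and neuronal mean differed between female and male sacral libraries by -0.42 (p = 0.167), -2.75 percentage points (p = 0.5) and 0.08 (p = 0.302) in exact permutation tests.

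Any 2 libraries correlated at 0.877 to 0.969. The first principal component held 37.4% of the variance and the second 7.43%.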
